# Inflammatory Manifestations of Experimental Lymphatic Insufficiency

**DOI:** 10.1371/journal.pmed.0030254

**Published:** 2006-07-18

**Authors:** Raymond Tabibiazar, Lauren Cheung, Jennifer Han, Jeffrey Swanson, Andreas Beilhack, Andrew An, Soheil S Dadras, Ned Rockson, Smita Joshi, Roger Wagner, Stanley G Rockson

## Abstract

**Background:**

Sustained lymph stagnation engenders a pathological response that is complex and not well characterized. Tissue inflammation in lymphedema may reflect either an active or passive consequence of impaired immune traffic.

**Methods and Findings:**

We studied an experimental model of acute post-surgical lymphedema in the tails of female hairless, immunocompetent SKH-1 mice. We performed in vivo imaging of impaired immune traffic in experimental, murine acquired lymphatic insufficiency. We demonstrated impaired mobilization of immunocompetent cells from the lymphedematous region. These findings correlated with histopathological alterations and large-scale transcriptional profiling results. We found intense inflammatory changes in the dermis and the subdermis. The molecular pattern in the RNA extracted from the whole tissue was dominated by the upregulation of genes related to acute inflammation, immune response, complement activation, wound healing, fibrosis, and oxidative stress response.

**Conclusions:**

We have characterized a mouse model of acute, acquired lymphedema using in vivo functional imaging and histopathological correlation. The model closely simulates the volume response, histopathology, and lymphoscintigraphic characteristics of human acquired lymphedema, and the response is accompanied by an increase in the number and size of microlymphatic structures in the lymphedematous cutaneous tissues. Molecular characterization through clustering of genes with known functions provides insights into processes and signaling pathways that compose the acute tissue response to lymph stagnation. Further study of genes identified through this effort will continue to elucidate the molecular mechanisms and lead to potential therapeutic strategies for lymphatic vascular insufficiency.

## Editors' Summary

**Background.:**

Lymphedema is the term used to describe the swelling that can occur after surgery, especially after axillary lymph node dissection for breast cancer, when the lymph vessels that carry protein-rich interstitial fluid from the tissues to the heart are damaged. Lymphedema can be extremely unpleasant and is very hard to treat; treatments that are currently used include those aimed to help massage the flow of lymph back to the chest. Lymphedema seems to be more than just accumulation of lymph, however, as changes also occur in the tissue surrounding the damaged lymph vessels. Currently, very little is known at the most basic level about what exactly these changes are, although they appear to be similar to an inflammatory process. One way of studying such a disease process in humans is to make an animal model that mimics the human condition and study the changes that occur there. For lymphedema, such a model can be made in the mouse tail by cutting lymph vessels there.

**Why Was This Study Done?:**

The authors wanted to look closely at what happens in the tissues surrounding damaged lymph vessels to try to understand better what these changes are. They also wanted to study the movement of the cells that are normally carried in the lymph.

**What Did the Researchers Do and Find?:**

The mouse model that the authors developed closely simulates the characteristics of human acquired lymphedema. In the mouse tails that had had their lymph vessels damaged, the authors were able to show that the tails were swollen compared with those of normal animals and of animals that hadhad sham (pretend) surgery. In the animals with lymphedema, many small lymph vessels were seen, as the lymph was unable to flow away normally. The area affected by the lymphedema had the appearance often seen in inflamed tissue, and analysis of genes from the same area to see how active, or “expressed,” they were showed changes that are often seen in, for example, acute inflammation and wound healing. The authors also showed that when these animals were injected with immune cells marked with a light marker, they were less able to remove the cells from the circulation.

**What Do These Findings Mean?:**

These results show that the response to lymph stagnation is complex, but looks similar to that seen in acute inflammation. These results and this model may be useful in suggesting, and at a later date perhaps testing, treatments for lymphedema. One difference, however, between this mouse model and the condition in humans is that whereas lymphedema in humans is a rather chronic condition, here the researchers were only able to look at the changes over a short period of time. In a related Perspective article, Peter Carmeliet and colleagues further discuss the clinical relevance of these findings ( http://dx.doi.org/10.1371/journal.pmed.0030264).

**Additional Information.:**

Please access these Web sites via the online version of this summary at http://dx.doi.org/10.1371/journal.pmed.0030254.

• The National Cancer Institute has information for patients and health professionals on lymphedema

• Cancerbackup is a United Kingdom cancer information service with information on many aspects of cancer, including lymphedema

• The Lymphatic Research Foundation Description has information on lymphatic system research

## Abstract 3

Rockson and colleagues characterized a mouse model of acute, acquired lymphedema using in vivo functional imaging, histopathological examination, and transcriptional profiling.

## Introduction

Acquired lymphedema is a common, important, and often devastating consequence of successful surgical and adjuvant therapy of breast cancer and other malignancies [ 1, 2]. The biology of regional lymphatic vascular insufficiency (lymphedema) is complex and, as yet, poorly understood. Consequently, there is a paucity of effective treatment strategies in patients with lymphedema [ 2]. There is an obvious need for better molecular characterization of this disease process to elucidate the pathobiology of lymphatic vascular insufficiency.

The tissue response to lymph stagnation is rather complex. The profound structural and functional abnormalities in the lymphedematous tissues reflect a multicellular response to impaired extracellular fluid mobilization [ 3]. It has been suggested that lymphedema provokes an inflammatory tissue response in the skin [ 4]. While it is conceivable that the inflammatory nature of the tissue response to lymph stagnation reflects either the active or passive consequences of impaired immune traffic [ 5], direct experimental confirmation is lacking.

Transcriptional profiling has been utilized in the molecular characterization of isolated lymphatic endothelia [ 6, 7], but the molecular end-organ response to lymph stagnation remains unaddressed and poorly understood. While lymphatic and blood vessel responses to injury might be predictable, an elucidation of whole tissue response to disease is likely to provide more relevant insights into the important interactions between the tissue matrix and the resident, heterogeneous cellular populations that likely compose the target-organ response to persistent lymph stagnation.

To investigate tissue responses to lymphatic vascular insufficiency, we have undertaken dynamic, in vivo imaging of the impaired immune traffic in a murine model of acquired lymphatic insufficiency that is intended to simulate, in part, the lymphatic dysfunction of post-surgical lymphedema [ 8]. These observations were correlated with an assessment of the cutaneous histopathology in the lymphedema tissue. Furthermore, to investigate the molecular mechanisms of tissue response to lymphatic vascular insufficiency, we have undertaken a large-scale transcriptional profiling of the lymphedema tissue utilizing a comprehensive mouse cDNA microarray containing 42,300 features, representing over 25,000 unique genes and expressed sequence tags (ESTs) [ 9]. The patterns of gene expression in lymphedema were contrasted with those observed in normal and surgical sham controls.

## Methods

This study was approved by the Administrative Panels on Laboratory Animal Care of Stanford University.

### Creation of Experimental Lymphedema

Post-surgical lymphedema was experimentally created in the tails of female hairless, immunocompetent SKH-1 mice (Charles River Laboratories, Boston, Massachusetts, United States). Prior to surgery, the mice were anesthetized with intraperitoneal injection of 0.07 cc of a solution containing ketamine, xylazine, and saline. For each intervention, the skin of the tail was circumferentially incised proximally, at a point 16 mm distal to its base. The major lymphatic trunks were identified through subcutaneous injection of methylene blue distal to the surgical incision, followed by controlled, limited cautery ablation of these structures. In surgical controls (sham animals), skin incision alone was performed, with methylene blue injection but without lymphatic cautery. The normal control animals did not undergo any surgical manipulation. All animal subjects were sacrificed on day 14 of observation. After sacrifice, 0.5-gm sections of the tail were harvested for paraffin embedding and RNA extraction.

### Tail Volume Quantitation

Tail volume was quantitated in each animal subject immediately prior to sacrifice. Volumetric assessment was performed with a manually adjusted caliper, with serial measurement of the tail circumference at 5-mm intervals along its axis. The tail volume was quantitated with the truncated cone formula [ 10].

### Histology

Immediately following sacrifice, 0.5-gm sections of the tail were harvested for histological analysis and RNA extraction. Sections extended from a point 4 mm proximal to the surgical incision to 8 mm beyond it. For examination of the responses remote from the point of injury, sections were harvested 4 cm distal to the surgical site. The specimens were fixed overnight in 4% paraformaldehyde. After paraffin embedding, 5-μm sections were stained with hematoxylin and eosin (Richard-Allan Scientific, Kalamazoo, Michigan, United States). For visualization of histiocytes/mast cells, the sections were stained with a 1% toluidine blue solution (LabChem, Pittsburgh, Pennsylvania, United States) diluted in 1% NaCl. After deparaffinization in xylene, sections were rehydrated though a series of graded alcohol steps starting with 100% EtOH and ending in 50% EtOH. Slides remained in toluidine blue for 2 min and were then dehydrated through graded alcohol washes and covered with Cytoseal (Richard-Allan Scientific).

### LYVE-1 Immunohistochemical Staining

Paraffin sections 5 μm thick were deparaffinized in xylene, rehydrated in a graded series of ethanol, pretreated with target retrieval solution (Dako, Carpinteria, California, United States) in a pressure cooker, and incubated in a peroxidase block for 10 min. Sections were then incubated with rabbit polyclonal anti-LYVE-1 antibody (1:200, Upstate Cell Signaling Solutions, Lake Placid, New York, United States) for 1 h at room temperature, followed by horseradish-peroxidase-conjugated secondary antibody for 30 min at room temperature and detection with DAB for 4 min (Envision System Kit, Dako). Tissue sections were counterstained with Gill 1 hematoxylin (Richard-Allan Scientific) for 15 s, then dehydrated in graded ethanol and coverslipped with CoverSafe (American Master*Tech Scientific, Lodi, California, United States).

### Functional Imaging of Immune Traffic in the Lymphedema Model

Experimental lymphedema was created surgically in the tails of FVB/N female wild-type mice (Jackson Laboratory, Bar Harbor, Maine, United States; *n =* 3), using the technique described above. Surgical sham controls ( *n =* 5) were also created and compared with normal mice ( *n =* 5). For in vivo bioluminescence imaging, spleens from transgenic luciferase ( *luc* ^+^) heterozygous animals were put into single-cell suspension, expressing firefly *luc* under the control of a chicken beta-actin promoter as previously described [ 11, 12]. The single-cell suspensions from mouse spleens consisted of different hematopoietic lineages: ˜40% were CD19+ B cells, ˜20% were CD4+ T cells, ˜10%–15% were CD8+ T cells, 3% were NK1.1+ NK cells, and the rest were GR.1+ granulocytes, Mac-1+ macrophages, CD11c+ dendritic cells, and rarer cell populations. A total of 4 × 10 ^6^ splenocytes (>97% CD45+) in PBS were injected in a volume of 20 ml into the tail interstitium, 1 cm caudal to the site of surgery, in both lymphedema mice and surgical shams. Normal mice were injected at the corresponding level of the tail. Injections were performed on post-surgical day 7. Thereafter, *luc ^+^* cells were repetitively imaged in vivo *,* at predetermined intervals following the cell injections. In brief, mice were anesthetized by intraperitoneal co-injection of a mixture of ketamine (1 mg/mouse), xylazine (μg/mouse) in PBS, and the substrate luciferin (150 mg/kg).

Ten minutes thereafter, dorsal images were obtained with an IVIS100 CCD imaging system (Xenogen, Alameda, California, United States). The efficiency of cellular lymphatic drainage was determined by direct imaging of light emission at each of the measured time points, with quantitation of the change in light emission relative to that observed 20 h after cell injection, which was defined as 100%.

### Microsphere Quantitation of Arterial Perfusion of the Mouse Tail

The arterial perfusion of the tails of experimental and control mice was quantitated through intracardiac microsphere injection. After induction of general anesthesia, stable-labeled 15-μm microspheres (STERIspheres Gold, BioPAL, Worcester, Massachusetts, United States) were injected into the left ventricle. Each animal subject received 0.5 × 10 ^6^ microspheres (0.2 ml) injected directly into the left ventricle. The animals were sacrificed after 12 min. The tails were harvested and dried overnight at 70 °C. The assay to quantitate disintegrations per minute (dpm) was performed by BioPhysics Assay Laboratory (Worcester, Massachusetts, United States) as previously described [ 13].

### Lymphoscintigraphy in Experimental Lymphedema

Whole body lymphoscintigraphy was performed after the intradermal injection of 100 μCi/0.02 ml of filtered ^99m^Tc-sulfur colloid (100 nm size) into the tip of the tail. Dynamic and static images (255 × 255) were acquired using a parallel hole collimator in a microSPECT gamma camera (Lumigem, Gamma Medica, Northridge, California, United States). The dynamic images (1,000 frames; 0.5 s/frame) were started 60 s prior to the injection of the tracer. The injection lasted for 20 s. The static images (10 min) were acquired immediately after the dynamic acquisition.

### Microarray Experimental Design, RNA Preparation, and Hybridization

Tissues were derived from nine mice for each of the three biological states under study (cutaneous specimens from normal, lymphedematous, and surgical sham animals), for a total of 27 mice. All microarray hybridizations were performed with three biological replicates, using pooled samples independently derived from three mice each, for a total of nine hybridizations. After tissue was harvested for histological examination, the remaining, distal portion of the tail was retrieved for RNA isolation. After completely separating the tail skin from the cartilage by blunt dissection, the tissue was separated into segments of 0.5 mm for further processing. Total RNA was isolated using a modified two-step purification protocol as described previously [ 14]. RNA integrity was assessed using the Agilent 2100 Bioanalyzer System with RNA 6000 Pico LabChip Kit (Agilent, Palo Alto, California, United States). First-strand cDNA was synthesized from 15 μg of total RNA derived from each pool and from whole embryonic-day-17.5 embryo for reference RNA, in the presence of Cy3 and Cy5 dUTP, respectively, and hybridized to the Mouse Transcriptome Microarray [ 14– 16]. A continuously updated and annotated list of the cDNAs included on this array is available at the Stanford Microarray Database [ 17] ( Table S1).

### Data Acquisition, Analysis, and Statistical Analysis

Image acquisition of the mouse cDNA microarrays was performed on an Agilent G2565AA Microarray Scanner System. Feature extraction was performed with GenePix 4.0 software (Bucher Biotec, Basel, Switzerland). Numerical raw data were migrated from GenePix, without processing, into an Oracle relational database (CoBi) that was designed specifically for microarray data analysis (GeneData, Basel, Switzerland). The data were then analyzed using Expressionist software (GeneData). After background subtraction and dye normalization, features with low signal intensity in the reference channel were filtered if signal was less than 2.5× background value, retaining a total of 8,353 features for further analysis. *K*-nearest-neighbor algorithm was applied to impute for missing values (<7% of remaining data) [ 18]. For two-group comparisons, we used the significance analysis of microarrays (SAM) algorithm [ 19, 20]. Heat maps were generated using HeatMap Builder [ 21, 22]. For enrichment analysis we used the EASE analysis software, which uses Gene Ontology (GO) annotation and Fisher's exact test to derive biological themes within particular gene sets [ 23].

### Quantitative Real-Time RT-PCR

Quantitative real-time RT-PCR (qRT-PCR) was performed as described [ 14]. Primers and probes for ten representative differentially expressed genes were obtained from Applied Biosystems Assays-on-Demand (Applied Biosystems, Foster City, California, United States. cDNA was synthesized from 5 μg of total RNA using Taqman Reverse Transcription Reagents (Applied Biosystems), a set which includes MultiScribe reverse transcriptase, RNase inhibitor, dNTP mixture, oligo d(T) _16_, random hexamers, 10× RT buffer, and MgCl _2_ solution. Amplification was performed in triplicate at 50 °C for 2 min and 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Reactions without template and/or enzyme were used as negative controls. 18S ribosomal RNA was used as an internal control. A standard curve derived from embryonic-day-17.5 mouse RNA was plotted for each target gene by linear regression using SPSS version 11.0 software (Applied Biosystems). RNA quantity was expressed relative to the corresponding 18S control. Fold differences were calculated by dividing the experimental results by the pooled normal results and were plotted on a log10 scale. The primers and probes utilized in this study are listed in Tables 1 and 2.

**Table 1:**
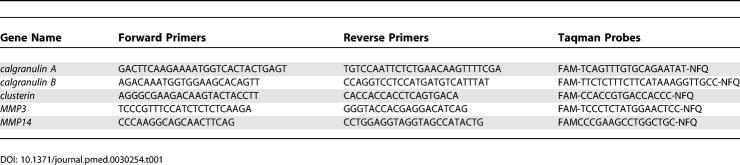
Primer/Probe Sequences for the Taqman-Based qRT-PCR

**Table 2:**
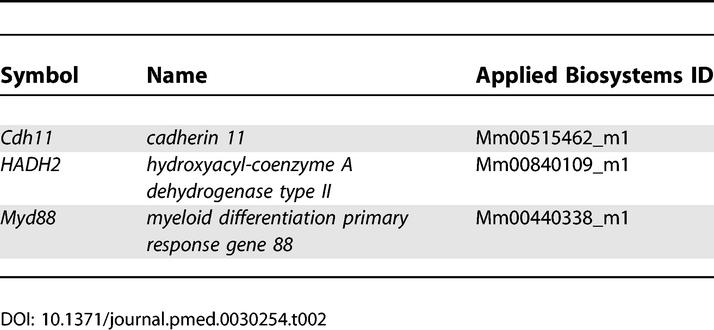
Names of Taqman-Based qRT-PCR Probes

## Results

### Murine Model of Acute Experimental Lymphedema: Tail Volume Quantification

Forty-five 3-wk-old SKH-1 hairless mice were studied in this investigation. Of these, 18 underwent post-surgical lymphatic ablation, nine served as surgical sham controls, and the remaining 18 served as normal controls. Tail volume for each group of animals is depicted in Figure 1. At post-surgical day 7, the lymphedema tail volumes were 200% ± 50% of baseline ( *p <* 0.008 when compared to surgical sham controls). In the animals subjected to lymphatic ablation, the edematous enlargement of the tails persisted until the day of sacrifice (day 14). Of note is the fact that cutaneous healing of the wound, both in the lymphedematous and surgical sham subjects, was complete by day 14. There was no statistically significant change in tail volume in either surgical sham or normal controls.

**Figure 1:**
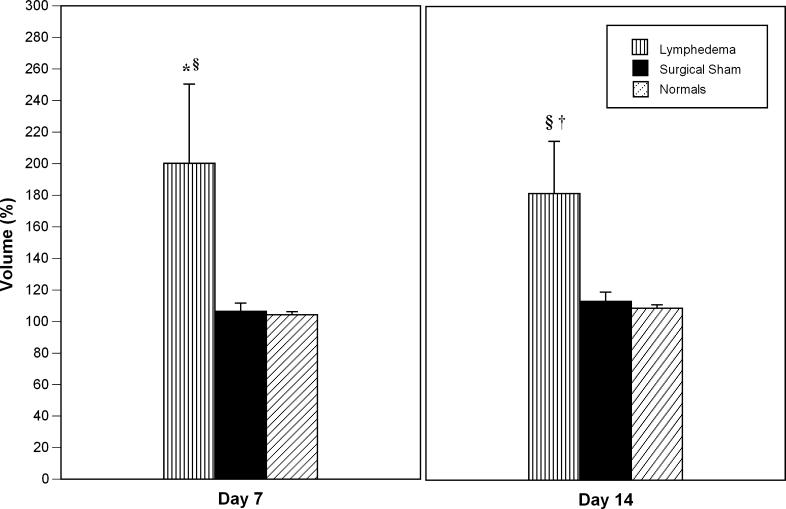
Tail Volume Changes at Post-Surgical Day 7 and at Day 14

### Histological Assessment of the Cutaneous Response to Lymphatic Interruption

Hematoxylin and eosin specimens derived from the lymphedematous tails were characterized by the presence of marked acute inflammatory changes ( Figure 2B), when compared to the tissue derived from the normal tails ( Figure 2A). There was a notable increase in cellularity, with an increase in the number of observed fibroblasts and histiocytes, as well as a large infiltration of neutrophils Granulation tissue was observed closer to the center of the section, with bystander destruction of muscle tissue. In addition, there was hyperkeratosis and spongiosis and edema of the epidermis, with irregularity of the epidermal/dermal junction, elongation of the dermal papillae, and a 2- to 3-fold expansion of tissue between the bone and the epidermis. Lymphedema specimens were characterized by the presence of numerous dilated lymphatics in the dermis and subdermis, as seen in Figure 2B. In contrast, normal tail sections were devoid of these dilated structures. The normal tissues were characterized by the presence of a thin dermis and epidermis, with a normal epidermal/dermal junction ( Figure 2A). The surgical sham controls were indistinguishable from normals, with no increased cellularity in dermis or epidermis, and no enlarged nuclei or hyperkeratosis.

**Figure 2:**
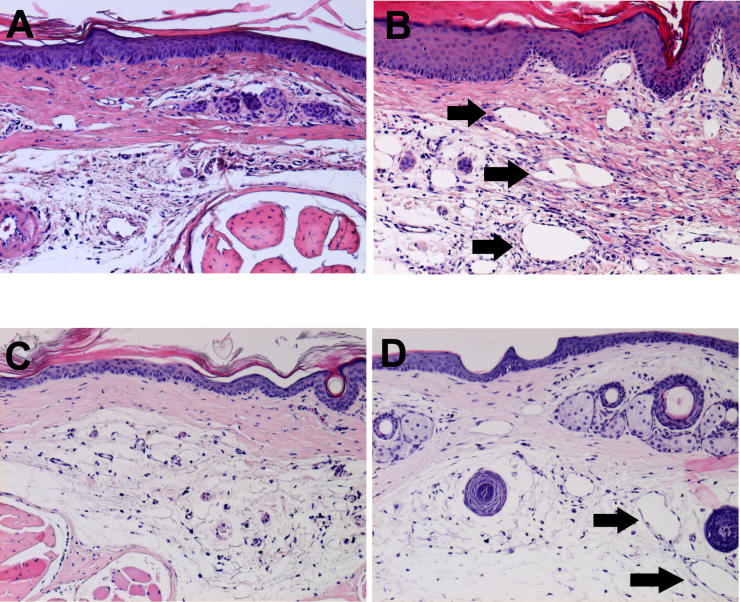
Histopathology of Experimental Lymphedema in the Murine Tail Lymphedema was characterized by the presence of marked acute inflammatory changes, both adjacent to the surgical site and within distal regions of the tail, remote from the site of surgical ablation. (A) Normal tail skin harvested 16 mm from the base of the tail is characterized by the presence of a thin dermis and epidermis, with a normal epidermal/dermal junction. Surgical sham controls were indistinguishable from normals, with no increased cellularity in dermis or epidermis, and no enlarged nuclei or hyperkeratosis. (B) Lymphedematous skin harvested immediately distal to the site of prior surgical lymphatic ablation is characterized by the presence of marked acute inflammatory changes, absent in the tissue derived from the normal tails. There is a notable increase in cellularity, with an increase in the number of observed fibroblasts and histiocytes, as well as a large infiltration of neutrophils. There is hyperkeratosis and spongiosis and edema of the epidermis, with irregularity of the epidermal/dermal junction, elongation of the dermal papillae, and a 2- to 3-fold expansion of tissue between the bone and the epidermis. There are numerous dilated lymphatic microvessels in the dermis and subdermis (black arrows). In contrast, normal tail sections were devoid of these dilated structures. (C) Normal skin derived from the distal tail. No inflammation, hypercellularity, or lymphatic dilatation is observed. (D) Distal skin in lymphedema. Spongiosis and lymphatic microvascular dilatation (black arrows) are once again detectable.

In order to assess whether the lymphedematous changes created a uniform pathological response distal to the point of lymphatic ablation, the tissues were also sampled distally (4 cm distal to the point of surgical incision) in normal ( Figure 2C) and lymphedematous ( Figure 2D) tails. The observed changes were comparable to those observed adjacent to the surgical site: lymphedematous tissues were characterized by hypercellularity, inflammatory infiltration, and microlymphatic dilatation that were not present in the normal tissues.

### Quantitative Assessment of Arterial Perfusion in the Murine Tail Lymphedema Model

While we took great care to avoid concurrent injury to adjacent vascular structures during surgical lymphatic ablation, we have undertaken an evaluation to exclude inadvertent arterial injury during surgery. The mouse tails remained grossly stable throughout the post-surgical observation phase, with no evidence of frank necrosis distal to the surgical site. In order to further substantiate the absence of an arterial ischemic contribution to the histological pathology observed in lymphedema, quantitative assessment of arterial perfusion was performed through intracardiac injection of stable 15-μm microspheres into the left ventricles of normal ( *n =* 3) and lymphedema ( *n =* 3) mice. Perfusion of the tail, measured in disintegrations per minute (dpm), did not differ statistically between the two categories (normal, 151,186 ± 69,213 dpm; sham, 95,581 ± 48,003 dpm), confirming preservation of arterial supply in the lymphedema animals.

### LYVE-1 Immunohistochemical Staining

The nature of the lymphatic vascular response distal to the anatomic surgical ablation was assessed with quantitative assessment of lymphatic vessel number and size by immunohistochemical staining for LYVE-1( Figure 3) [ 24, 25]. As observed in the hematoxylin and eosin sections, lymphedema was characterized by the presence of numerous dilated microlymphatic structures in the dermis and subdermis. Mean lymphatic vessel number was determined by averaging the number of total lymphatic vessels in all the fields of each slide at 10× magnification. Single brown-stained endothelial cells with a lumen were counted as individual lymphatic vessels. Quantitation was performed for normals ( *n =* 3), surgical shams ( *n =* 3), and lymphedema tails ( *n =* 3). Lymphedema was characterized by an increase in LYVE-1-positive vessel number per field that was not observed in shams: lymphedema, 7.0 ± 4.8; sham, 0.6 ± 0.5; and normal, 1.2 ± 0.8.

**Figure 3:**
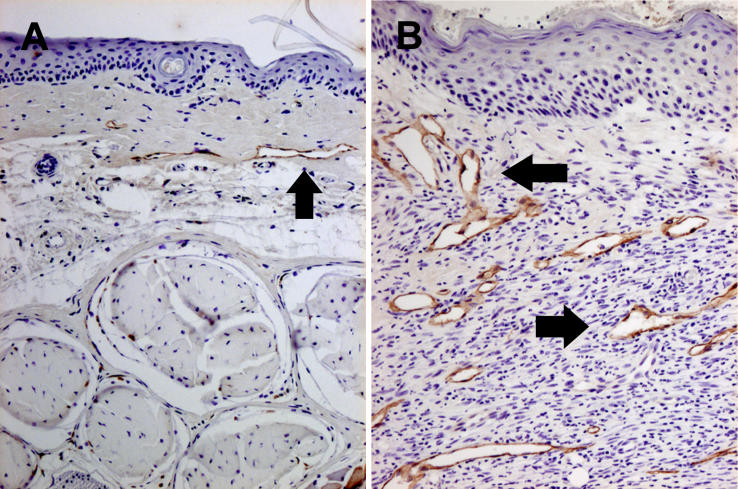
LYVE-1 Immunohistochemical Staining Immunohistochemical staining for LYVE-1 is depicted in surgical sham controls (A) and in lymphedema (B) (black arrows). The lymphedema response is characterized by the presence of numerous dilated microlymphatic structures in the dermis and subdermis. Lymphedema produces a statistically significant increase in average cross-sectional vessel area.

Vessel area was quantitated according to the formula π· *r*_1_· *r*_2_. The average lymphatic luminal area per field was 503 ± 158 μm ^2^ in normals, 436 ± 345 μm ^2^ in shams, and 51,344 ± 18,688 μm ^2^ in lymphedema. Normals and shams did not differ statistically, but the lymphedema group displayed a statistically significant increase in average vessel area when compared either to normals or to sham surgical animals ( *p* = 0.009 for each comparison). Thus, in summary, the experimental lymphedema is accompanied by an increase in vessel number and, even more notably, by an increase in lymphatic vascular cross-sectional area.

### Lymphoscintigraphy of Experimental Lymphedema

Whole body lymphoscintigraphy was performed in normal ( *n =* 4) and lymphedema ( *n =* 4) mice. All non-operated mice showed lymphatic drainage from the tip of the tail through two lumbar lymph nodes, asymmetric para-aortic nodes, and mediastinal nodes with final visualization of the liver. The lymphatic flow speed in basal conditions was estimated to be 0.9 ± 0.66 mm/s. In the lymphedema animals, significant dermal backflow was present, but no flow was observed beyond the base of the tail. These lymphoscintigraphic findings closely simulate the qualitative changes observed in the analogous imaging of acquired human lymphedema.

### Functional In Vivo Imaging of Immune Traffic

The lymphatic vasculature participates in the immune response through the continuous transportation of white blood cells and antigen-presenting cells. The constellation of histological observations in this model, otherwise unexplained by impaired interstitial fluid mobilization, suggests that derangements in lymphatic immune traffic might contribute—actively, passively, or both ways—to the biology of lymph stagnation. Accordingly, we chose to corroborate histopathology with observed, quantifiable changes in immune traffic.

Bioluminescence imaging was performed on days 3, 5, and 7.5 following the introduction of *luc ^+^* cells into the distal tail (corresponding to post-operative days 10, 12, and 17.5, respectively). In general, when compared to normals, the clearance of bioluminescent immunocytes was delayed in lymphedema, but remained unimpaired in the surgical sham controls. Figure 4 depicts a series of imaging experiments for a representative pair of lymphedema and normal control mice. Relative photon density, expressed as the percent of the observed value on day 1, was significantly greater in lymphedema than in the normals, both at day 3 and at day 7 post-injection ( Figure 4).

**Figure 4:**
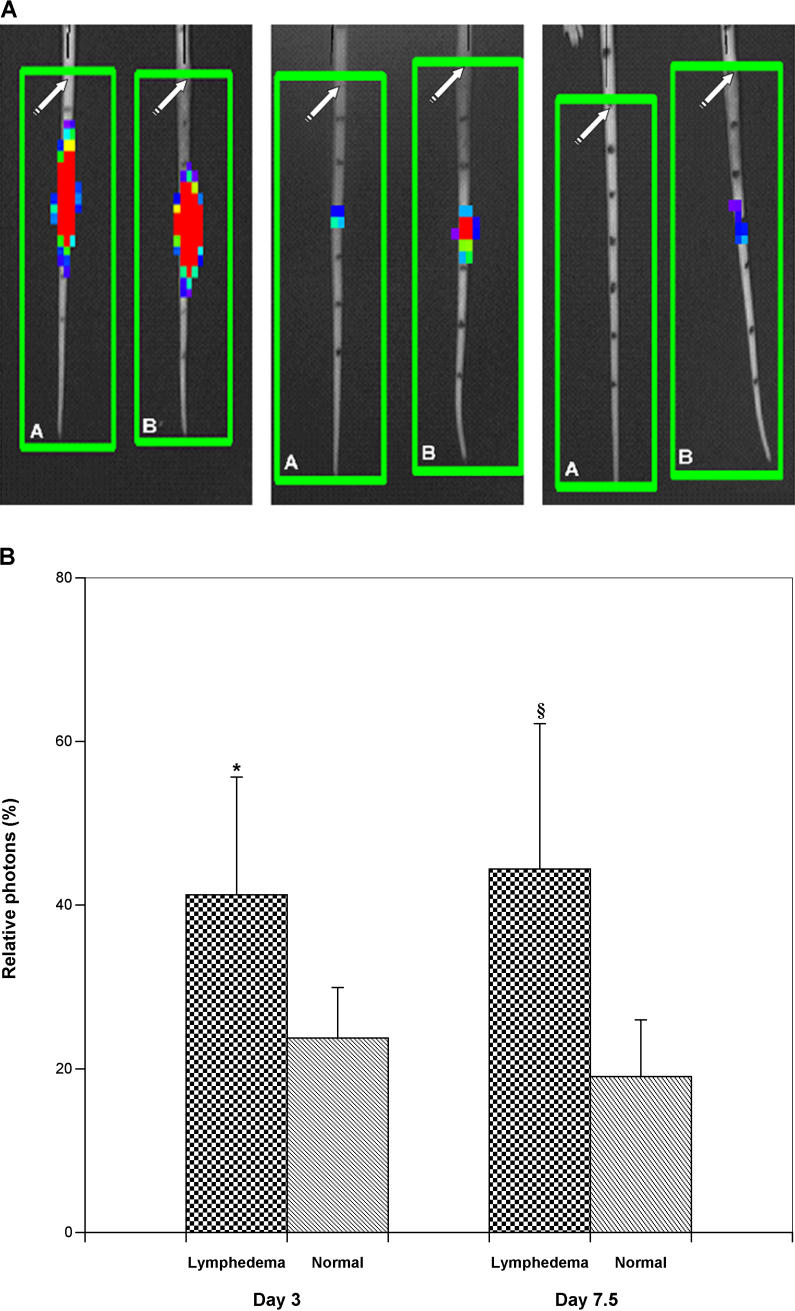
Dynamic Imaging of Immune Traffic in Experimental Lymphedema (A) In vivo bioluminescence imaging of immune traffic. Bioluminescence imaging was performed at defined time points following the introduction of *luc ^+^* cells. This figure contains a representative series of imaging experiments for paired normal control (A) and lymphedema (B) mice. Photon densities range from red (high) to blue (low). In general, clearance of bioluminescent immunocytes from the lymphedematous tails was delayed, but remained unimpaired in the surgical sham controls. The left panel shows a perceptible increase in photon densities in lymphedema on day 3 post-injection (post-operative day 10). Within several days, the disparity in cellular clearance is even more evident (middle panel); as late as day 17 post-injection, there is still visible bioluminescence in the lymphedematous tail, while all activity has cleared from the normal tail (right panel). The original surgical site is depicted by the white arrows. The black marks on the tail denote 8-mm vertical distances; splenocyte injection was performed 24 mm below the surgical site. (B) Quantitative assessment of in vivo bioluminescence imaging of immune traffic. Relative photon density, expressed as a percent of the observed value on day 1, was significantly greater in lymphedema than in normal controls, both at day 3 and at day 7 post-injection (*, *p <* 0.05; §, *p <* 0.02).

### Large-Scale Analysis of Cutaneous Gene Expression in Response to Lymphatic Vascular Insufficiency (Lymph Stasis)

cDNA microarrays containing a large portion of the mouse transcriptome were used to study the repertoire of genes expressed in the murine skin structures. Triplicate microarray experiments were performed using pooled RNA from the tail skin of female SKH-1 hairless mice representing three biological states: normal, lymphedematous, and surgical sham. 

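The RNA of each biological state came from 9 mice in 3 pools of 3 mice, taken on day 14, and each pool was hybridized once against whole-embryo reference RNA. The 3 pools of a state are its replicates, so n = 3 in every comparison, and this number limits the precision. The deposited table holds 1 log ratio per feature and array, with 1.34% to 12.6% of values missing on an array. The paper states background subtraction and dye normalization, and the table includes neither its filter on reference signal nor its imputation of missing values. The sample labels place tail skin in Cy5 and the reference in Cy3, and the methods place them the other way. In the deposited values, 28 or 29 genes typical of embryos had array medians of 2.80 to 3.63, and 18 genes typical of adult skin had medians of −2.72 to −2.25. The deposited ratio was therefore read as embryo over tail skin, opposite to the dyes of the labels, and its sign was turned. Positive values below mean more RNA in tail skin. The log base is not stated. Folds of 25 clones that the paper also lists had a slope of 1.06 against the deposited values on a log2 scale (r = 0.993 across clones, which are not independent), and log2 was used. Each array was centered on its median. The centering of the deposited values by the authors stays unknown, although each array's mean lay near 0. The 30702 features with a value on all 9 arrays were compared with limma, with 1 estimate of the spread over all arrays. Clones of 1 gene were averaged, which gave 8644 named genes. A gene or feature passed at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01. Some lists follow themes that the paper reported from these same arrays. Among them are calgranulins, cathepsins, complement, collagens, actin cytoskeleton, oxidative stress and fatty acid synthesis. Calls of such lists are therefore not evidence independent of the paper. With an estimated correlation, 0 of the 44 lists passed in any comparison, and that adjusted p is given beside each call. The pattern of missing values divided the arrays. In 186 features a value was present on the 3 normal arrays and lymphedema array 1 and absent on the other 5 arrays. Of the 126 ways to divide the arrays 4 against 5, the next highest count was 45, and 1 feature had the reverse pattern. These 2 sets are called slide sets here. With the slide set as a block, chosen after the data were seen, lymphedema against normal rests on lymphedema array 1 and the normal arrays. Such an estimate is called the blocked value. For lymphedema against normal its lymphedema side is 1 array without a replicate. A blocked value past a threshold is therefore no support for a call there.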

Our analyses demonstrated significantly different patterns of gene expression in normal skin and the skin derived from lymphedematous mice. SAM, at a false detection rate (FDR) of 5%, identified 429 upregulated genes in the lymphedema state versus 183 downregulated genes ( Figure 5). 

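Calgranulins, a lipocalin, a stefin and the light chain of MHC class I were among the largest rises in lymphedematous against normal skin, and a hair-associated protein and a Wnt ligand were among the largest falls. S100a9, the gene of calgranulin B, had the largest rise, with a log2 fold change of 4.61 (standard error 0.676, n = 3 pools per group, adjusted p = 0.0137 from limma), or 24.4-fold. Standard errors here rest on the spread of all arrays, sham arrays included. The SD of S100a9 was 0.316 in normal, 0.489 in lymphedema and 1.84 in sham skin. Lcn2, an iron-sequestering lipocalin, rose 7.11-fold and S100a8, the gene of calgranulin A, rose 7.09-fold (adjusted p = 0.0137 and 0.00158 from limma). The other large rises were 2610528A11Rik, Tnc, Ms4a6b, Fcer1g, B2m, Ifitm1 and Stfa3, with log2 fold changes from 2.72 down to 2.37. The largest falls were Zmynd19 at −1.85 (standard error 0.314, adjusted p = 0.0191 from limma) and Acoxl, an acyl-CoA oxidase-like gene, at −1.83 (standard error 0.208, adjusted p = 0.00267). Krtap13, a keratin-associated protein of hair, fell by 1.73 on the log2 scale, Wnt7a, a Wnt ligand, by 1.73, and Ciart, a circadian repressor, by 1.71. Alox12e, Selenbp1, Slc2a13, Unc13c and 2310034C09Rik had log2 fold changes between −1.76 and −1.47. Each of these falls was also negative in sham against normal skin, from −1.51 for Ciart to −0.412 for Alox12e, and none passed there. Lymphedema against sham skin ran from −0.202 for Ciart to −1.19 for Alox12e. Both comparisons with normal skin share the normal arrays. The named rises and falls were picked among genes whose 3 lymphedema arrays lay beyond the 3 normal arrays. Of 86 genes named by rule that passed, 86 lost the call with the slide set as a block, 77 without at least 1 normal or lymphedema array, and 43 under another scaling, filter or choice of clone. Among the 8644 genes, 245 were higher and 52 lower in lymphedema. Among the 30702 features, 707 were higher and 195 lower, so that 78.4% of calls were higher. The share depended on the scaling, with 500 higher and 232 lower (68.3%) without centering and 427 higher and 292 lower (59.4%) after quantile normalization. SAM at 5% called 4819 features higher and 766 lower. The count was 209, 228 and 414 features without normal arrays 1, 2 and 3, 342 and 146 without lymphedema arrays 1 and 2, and 1389 and 1999 without sham arrays 1 and 3. With the slide set as a block, limma passed 3 features and 0 genes (3397 and 979 at an unadjusted p under 0.05). The 707 features kept their sign, with a median close to the 1.29 found without the block, and their median standard error rose from 0.271 to 0.387. The 195 lower features also kept their sign, with a median of −1.05 against −1.23 without the block. Both sets were called with lymphedema array 1 and the same normal arrays. The kept sign was therefore largely built in and is no support for the calls.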

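Sham skin differed from normal skin in few single features, and groups of genes lay higher by smaller amounts than those features. Of 12 calgranulin, lipocalin and stefin genes, the median log2 difference of sham from normal was 0.818, and 8 were higher when adjusted over the list alone (n = 3 pools per group, adjusted p = 2.21e-07 from camera, adjusted p = 0.313 with an estimated correlation). Medians were 0.429 for 30 collagen and matrix genes, 0.404 for 37 actin cytoskeleton genes and 0.99 for 13 genes of wound-activated keratinocytes (adjusted p = 2.01e-07, 1.42e-09 and 5.82e-05 from camera). With an estimated correlation these had an adjusted p = 0.317, 0.313 and 0.313. Skeletal muscle genes, 16 in all, had a median of 0.665 (adjusted p = 7.84e-06 from camera, adjusted p = 0.317 with an estimated correlation). The sham medians of wound-activated keratinocytes and skeletal muscle exceeded those of lymphedema against normal, 0.843 and 0.292. For calgranulins, collagens and actin genes they lay below those of lymphedema, 1.46, 0.633 and 0.709. Of 11 genes of hair follicle and sebaceous gland, the median was −0.446 (adjusted p = 0.00811 from camera, adjusted p = 0.407 with an estimated correlation), a call that also ended without normal array 3. On sham arrays 1, 2 and 3 this list had 0.0763, 0.0532 and −1.09, so the fall rests on array 3. Among the alternatives its median turned to as high as 0.0948. The lowest medians were 0.152 for collagens, 0.245 for actin cytoskeleton genes and 0.322 for skeletal muscle. They were 0.546 for calgranulins and 0.647 for wound-activated keratinocytes. Over the 44 lists, 21 lay higher and 2 lower, and none of their members passed over all genes. Each of these calls ended with fry, by which 1 of the 44 lists passed, that of Toll-like receptor and NF-kappaB signaling. Among single features, limma passed 6 higher and 0 lower, with 2386 at an unadjusted p under 0.05, and SAM at 5% passed 10 higher and 1 lower. These were chosen after their values were seen. Tnnt3, a troponin of fast skeletal muscle, was higher by 1.98, and Hba-x, an embryonic globin, by 1.77 (both adjusted p = 0.0458 from limma). A clone of Hbb-y, another embryonic globin, was higher by 5.29 (adjusted p = 0.0249 from limma), and a clone of H19, a fetal noncoding RNA, by 6.70 (adjusted p = 0.0489). The other 7 clones of H19 had differences of −0.237 to 1.53, and the other 5 of Hbb-y had 0.205 to 0.666. A pair of unnamed features were higher by 5.43 and 3.26. In normal skin the 6 called features lay far below the embryo reference. Their mean log2 ratios were −5.45 for Tnnt3, −4.56 for Hba-x, −3.84 for Hbb-y and −7.42 for H19. The unnamed features had −6.96 and −3.34. Signal intensities were not used, so whether the tail signal lay near background was not tested. In 4 of the 6 features, lymphedema array 1 lay nearer to the normal mean and lymphedema arrays 2 and 3 nearer to the sham mean, as the slide sets divide them. At the gene level limma passed 0 genes, with 685 at an unadjusted p under 0.05. At 25%, limma passed 95 features higher and 32 lower, and SAM 507 higher and 9 lower. Limma passed 0 features without normal array 1, 2 or 3 and without sham array 2. It also passed 0 after quantile normalization and with features on 2 of 3 arrays per group. At an unadjusted p under 0.05 these runs had 1491 to 3011. Without sham array 1 it passed 5 features, of which 0 were among the 6. Without sham array 3 limma passed 31 features higher and 47 lower, and 9 lists, and the calls of collagens, skeletal muscle and hair follicle ended. With the slide set as a block it passed 0 features (1378 at an unadjusted p under 0.05). That comparison links the slide sets through lymphedema array 1 alone, so its list calls are no support for a difference of sham skin.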

There were no statistically significant differences between normal mice and surgical control animals (SAM, FDR < 25%). A complete list of differentially regulated genes is provided in Tables 3 and 4.

**Figure 5:**
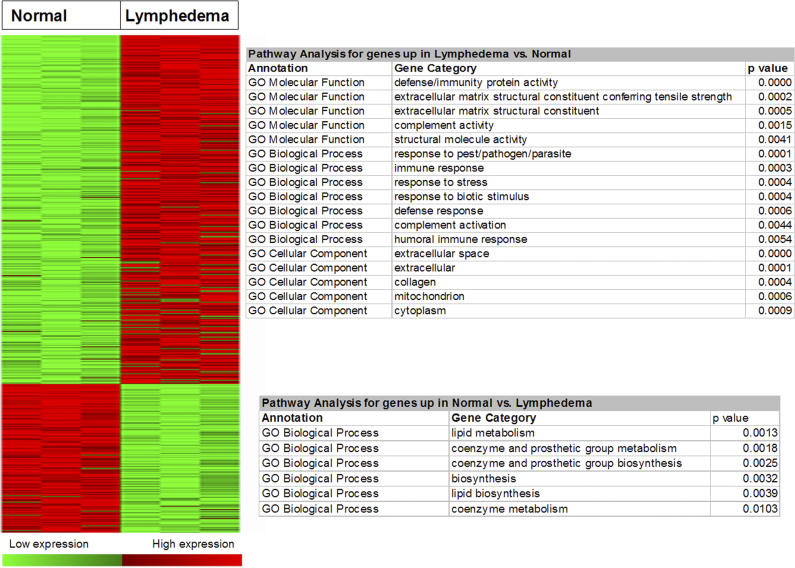
SAM Analysis of Microarray Data At an FDR of 5%, SAM analysis identified 429 upregulated genes in the lymphedema state versus 183 downregulated genes. There were no statistically significant differences between normal mice and surgical control animals (SAM, FDR < 25%). Enrichment analysis with the Fisher's exact test (EASE software) demonstrated several statistically significant ontologies.

**Table 3:**
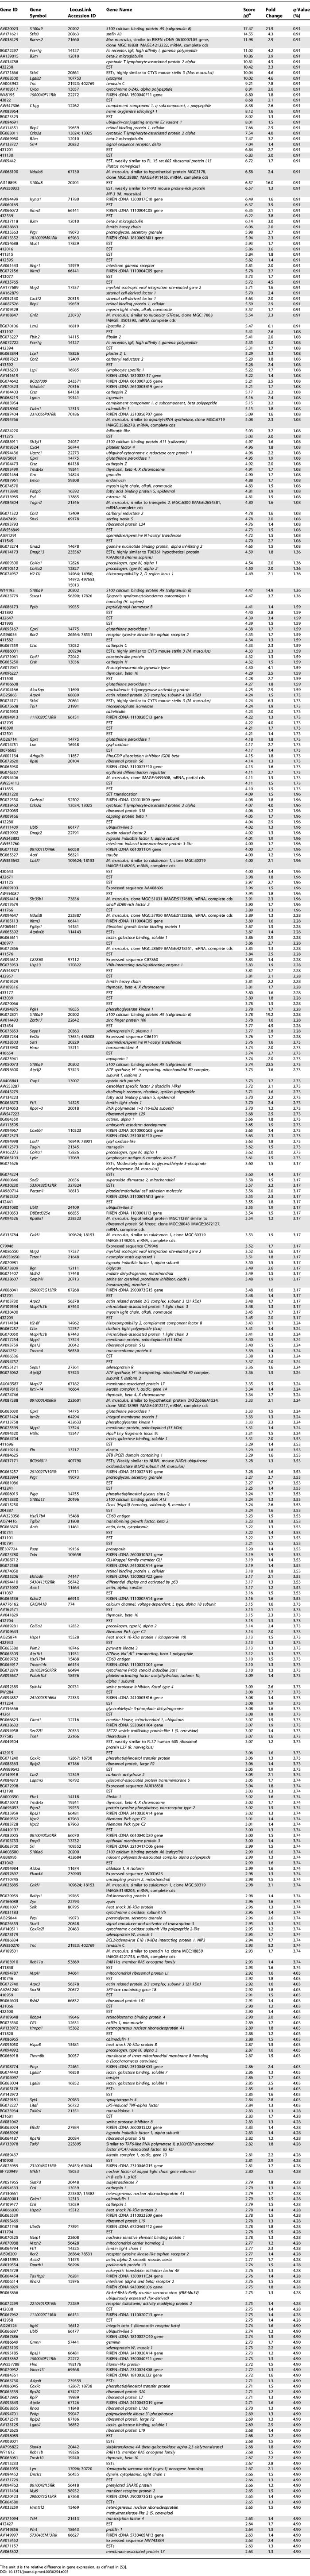
Upregulated Genes in Lymphedema versus Normal Control (SAM, FDR < 0.05)

**Table 4:**
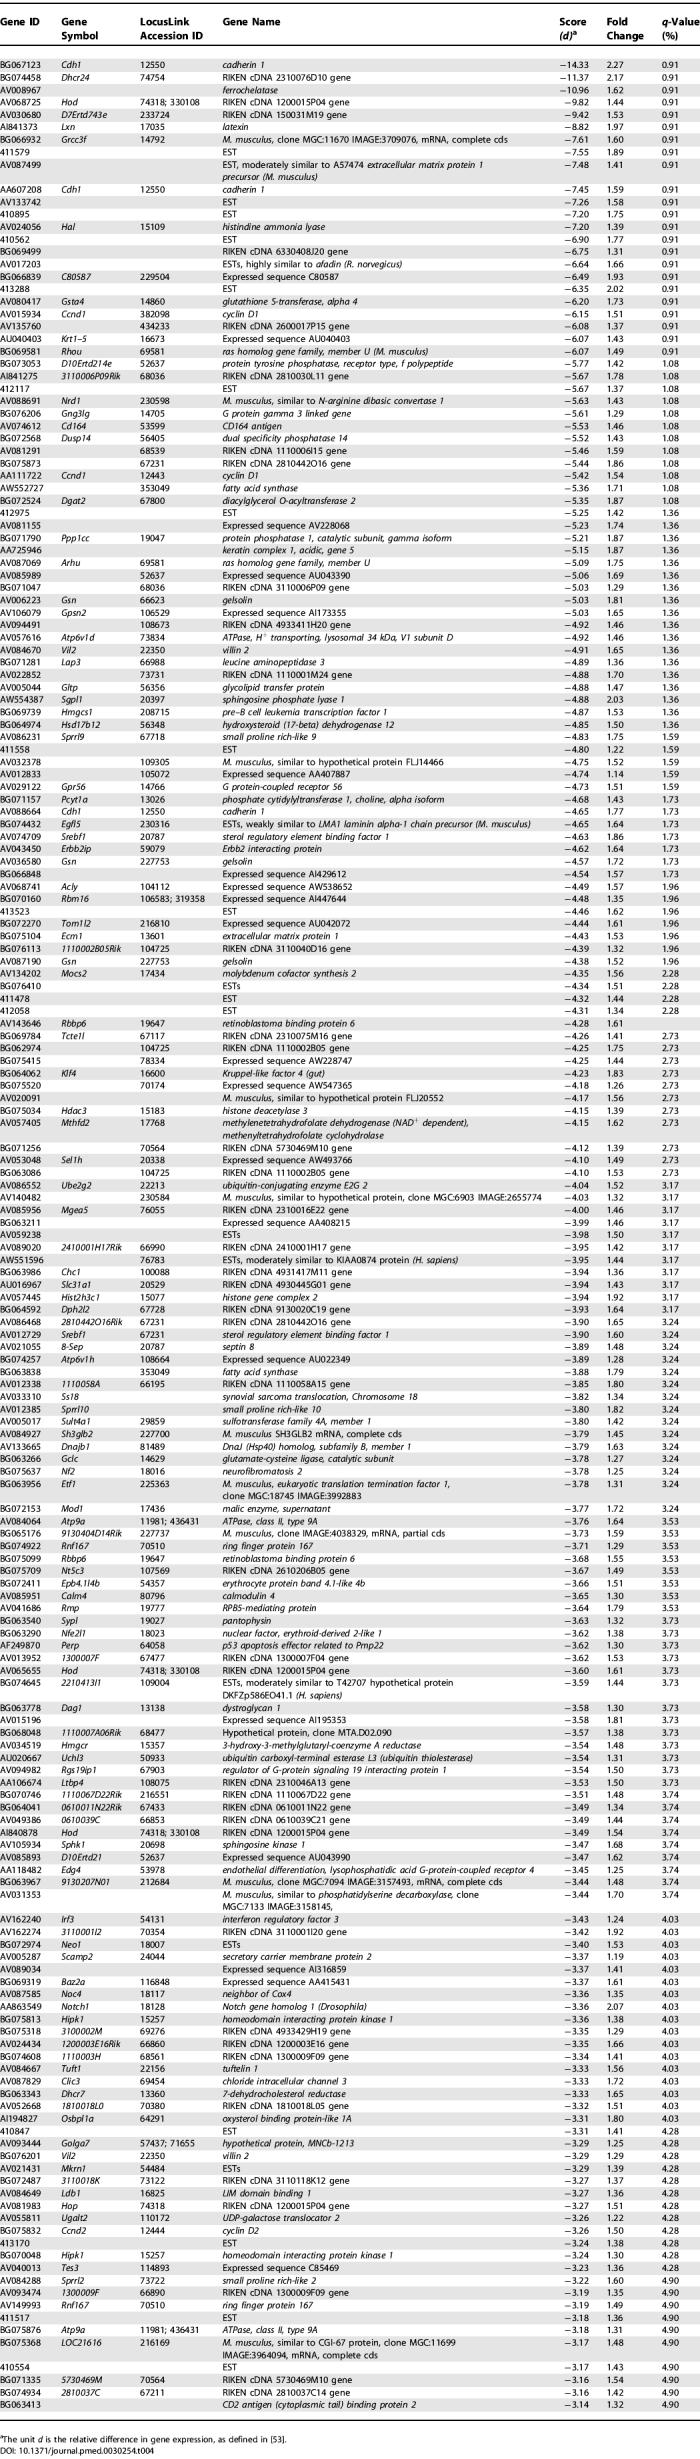
Downregulated Genes in Lymphedema versus Normal Control (SAM, FDR < 0.05)

To identify important biological themes represented by genes differentially expressed in the atherosclerotic lesions, we functionally annotated the genes using GO terms. Enrichment analysis with the Fisher's exact test (EASE software) demonstrated several statistically significant ontologies ( Figure 5; Tables 5 and 6), including several pathways associated with inflammation. The inflammatory processes, such as defense response, immune response, response to stress, response to pest/pathogen/parasite, and complement activation, represent both humoral immune response and innate immunity.

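Calgranulin, macrophage and MHC genes lay higher in lymphedematous than in normal skin as groups, and genes of Toll-like receptor and NF-kappaB signaling did not pass as a group by camera. Of 12 calgranulin, lipocalin and stefin genes measured, 8 rose and none fell (11 higher when adjusted over the list alone), with a median log2 fold change of 1.46 (n = 3 pools per group, adjusted p = 1.21e-09 from camera, adjusted p = 0.169 with an estimated correlation). Stfa1, a stefin that inhibits cathepsins, rose 3.74-fold (log2 standard error 0.239, adjusted p = 0.00491 from limma), and Camp, the gene of the antimicrobial peptide cathelicidin, rose by 0.83 on the log2 scale (standard error 0.192, adjusted p = 0.0414). Of 9 genes of neutrophils, 4 rose (6 adjusted over the list alone, median 0.828, adjusted p = 6.09e-05 from camera, adjusted p = 0.169 with an estimated correlation). Those 4 are Camp, Lcn2, S100a8 and S100a9, which the first list also holds. Of 19 genes of macrophages and monocytes, 8 rose and none fell (11 adjusted over the list alone, median 1.09, adjusted p = 8.65e-07 from camera, adjusted p = 0.205 with an estimated correlation). Lyz2, the lysozyme of macrophages and neutrophils, rose by 1.95 (standard error 0.379, adjusted p = 0.0275 from limma), and Aif1 and Ccr2, a chemokine receptor of monocytes, by 1.45 and 0.98. MHC class I genes rose in 5 of 12 cases (7 adjusted over the list alone, median 0.684, adjusted p = 1.65e-05 from camera, adjusted p = 0.177 with an estimated correlation). They include H2-D1 at 1.76 and H2-K1 at 1.07, which encode heavy chains, and Psmb9 at 1.63, a subunit of the immunoproteasome. The call held in 9 of 18 alternatives for Psmb9, in 5 for Camp and in 7 for the MHC class II gene H2-DMa. MHC class II genes rose in 2 of 8 cases, H2-Aa by 2.03 and H2-DMa by 1.04 (6 adjusted over the list alone, median 0.959, adjusted p = 0.00214 from camera, adjusted p = 0.252 with an estimated correlation). Of 17 genes of Toll-like receptor and NF-kappaB signaling, 1 rose and none fell (4 higher and 2 lower adjusted over the list alone, median 0.231, adjusted p = 0.396 from camera), and the list passed with fry (adjusted p = 0.00347). Blocked medians, which rest on lymphedema array 1, were 1.43 for calgranulins, 0.806 for neutrophils, 0.841 for macrophages, 0.64 for MHC class I and 1.02 for MHC class II. From the enrichment of defense and immune processes among its called genes, the paper states that these represent humoral and innate immunity.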

**Table 5:**
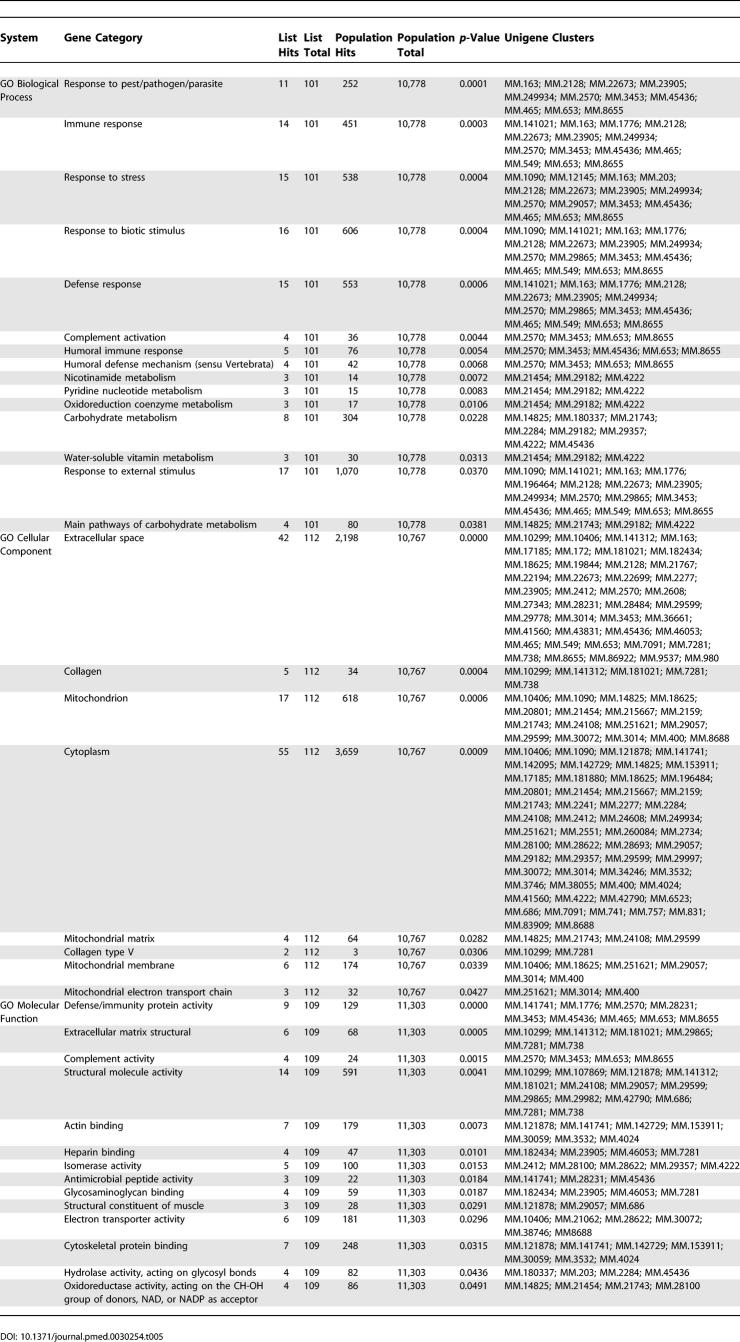
Pathway Analysis for Upregulated Genes in Lymphedema versus Normal Control (SAM, FDR < 0.05)

**Table 6:**
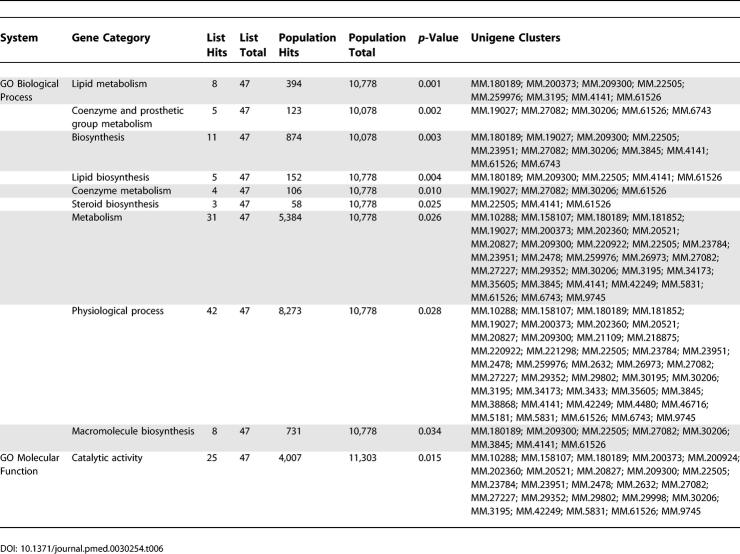
Pathway Analysis for Downregulated Genes in Lymphedema versus Normal Control (SAM, FDR < 0.05)

Further scrutiny of the list of genes whose expression is significantly altered in lymphedematous skin suggests that the disease process can be characterized by alterations within a relatively small set of functional attributes, as summarized in Table 7. These processes include acute inflammatory response, wound healing and fibrosis, angiogenesis, cytoskeletal organization, *Wnt* pathway activation, and adipogenesis.

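Genes of the actin cytoskeleton lay higher as a group, and genes of fatty acid synthesis lower, in lymphedematous than in normal skin. Of 37 actin cytoskeleton and contractile genes, 11 rose and none fell (23 adjusted over the list alone), with a median log2 fold change of 0.709 (n = 3 pools per group, adjusted p = 1.18e-09 from camera, adjusted p = 0.23 with an estimated correlation). The largest were Lcp1, an actin bundler of leukocytes, at 2.04 (standard error 0.414, adjusted p = 0.0288 from limma) and Coro1a, an actin regulator of leukocytes, at 1.86 (standard error 0.275, adjusted p = 0.0137). Cald1, caldesmon, rose by 1.21 and Msn, moesin, by 1.06. Of 16 genes of fatty acid and triglyceride synthesis, 2 fell and none rose (4 lower adjusted over the list alone), with a median of −0.514 (adjusted p = 1.04e-05 from camera, adjusted p = 0.169 with an estimated correlation). Dgat2, which makes triglycerides, fell by 0.88 (standard error 0.187, adjusted p = 0.0339 from limma), and Elovl6, a fatty acid elongase, by 0.98 (standard error 0.238, adjusted p = 0.0488). Fasn and Srebf1, the synthase and a regulator of this pathway, had −0.56 and −0.19 and did not pass. Among 18 alternatives, the call of Elovl6 held in 7, that of Cald1 in 9, that of Dgat2 in 11 and that of Fabp5, a fatty acid carrier, in 8. Of 18 genes of adipogenesis, Fabp5 rose by 0.82 (standard error 0.182, adjusted p = 0.037 from limma) and Dgat2 fell (2 higher and 1 lower adjusted over the list alone, median −0.103, adjusted p = 0.548 from camera). None of 11 adipocyte markers passed (0 adjusted over the list alone, median 0.212, adjusted p = 0.548 from camera). Blocked medians, which rest on lymphedema array 1, were 0.539 for the actin list and −0.471 for fatty acid synthesis.

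**Figure D1:**
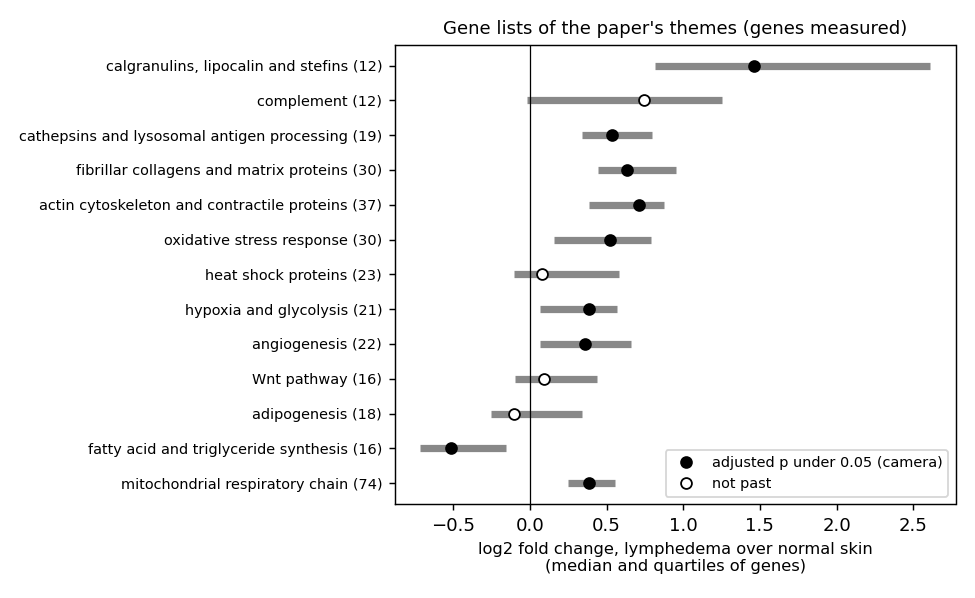
Median log2 fold change of lymphedema against normal skin for 13 gene lists on the horizontal axis, with bars from the first to the third quartile of members and filled points for lists past camera's threshold. Calgranulins lie highest at 1.46 and fatty acid synthesis lowest at −0.514.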

**Table 7:**
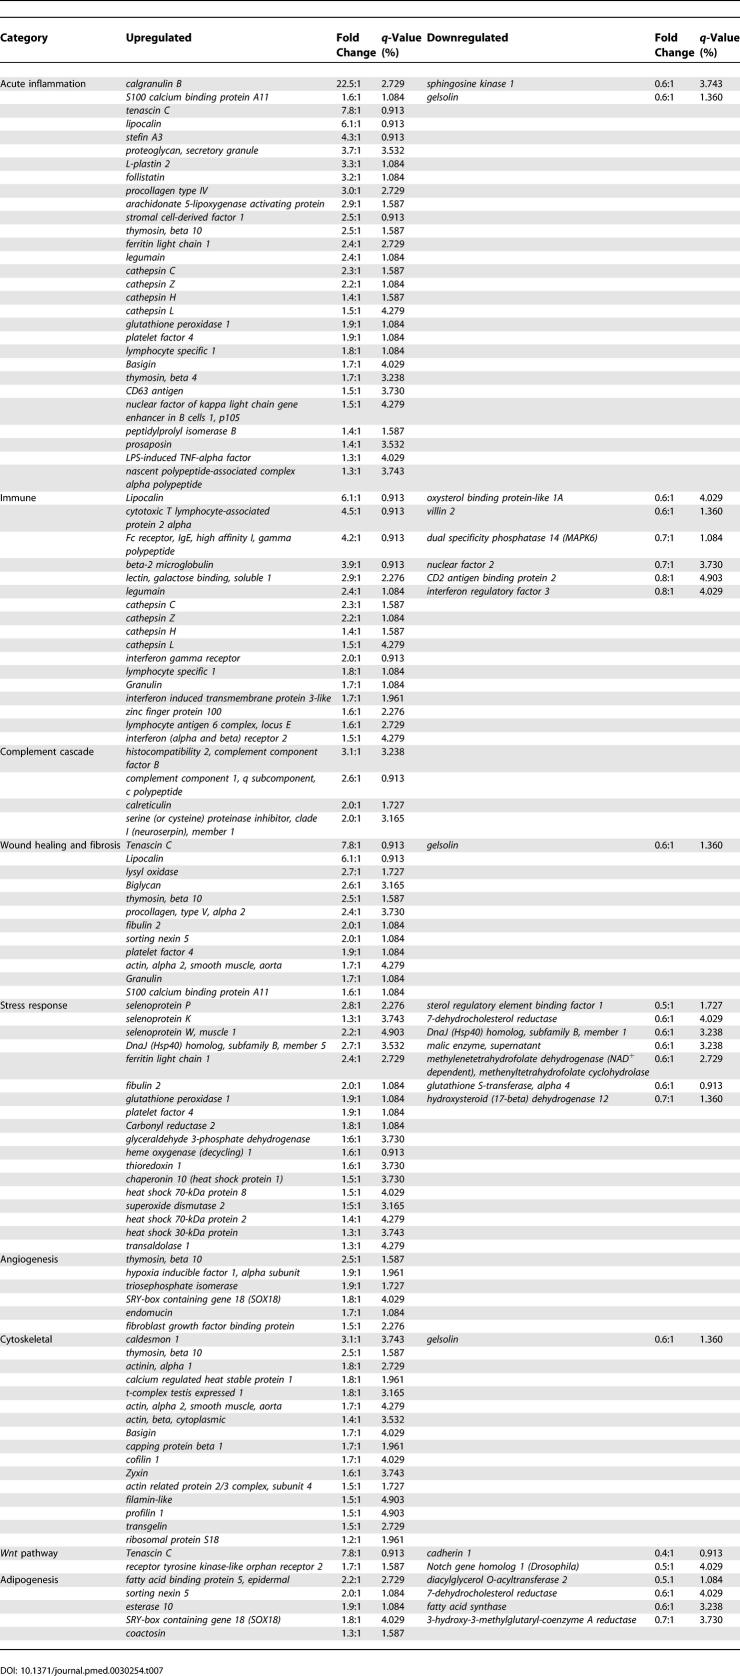
Functional Gene Expression Analysis in Experimental Lymphedema

### qRT-PCR Confirms the Accuracy of Microarray Hybridization Results

Differential expression of eight representative genes from various pathways was confirmed by qRT-PCR. The genes were selected to represent the spectrum of magnitude and direction of change of lymphedematous gene expression relative to normal. The genes assayed included *calgranulin A, calgranulin B, matrix metalloproteinase 3 (MMP3), matrix metalloproteinase 14 (MMP14), myeloid differentiation primary response gene 88 (MYD88), hydroxysteroid (17-beta) dehydrogenase 2 (HADH2), cadherin 11,* and *clusterin*. Overall, the results of the two methods correlated well ( Figure 6).

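On the arrays, 3 of the 7 genes measured in this set rose in lymphedema and none fell (3 adjusted over the list alone, n = 3 pools per group). The calgranulin genes S100a8 and S100a9 had log10 fold changes of 0.851 and 1.39. Myd88, an adaptor of Toll-like receptors, had a log2 fold change of 1.00 (standard error 0.207, adjusted p = 0.0288 from limma), or 0.303 on the log10 scale. Mmp14, a membrane-bound matrix metalloproteinase, had a log2 fold change of −0.03 (standard error 0.369, adjusted p = 0.975 from limma), and its lymphedema arrays ranged from −0.996 to 0.357. Hsd17b10, the current symbol of HADH2, had 0.20 (standard error 0.188, adjusted p = 0.586 from limma). Cdh11, an adhesion protein of mesenchymal cells, had −0.18 (standard error 0.204, adjusted p = 0.656). Clu, a secreted chaperone, had 0.18 over 5 clones (standard error 0.196, adjusted p = 0.652 from limma). Mmp3 had no value on some arrays and was left out. The sign of Mmp14 turned without normal array 2 and without lymphedema array 1 or 2. The median over the set was 0.202 (adjusted p = 0.0173 from camera, adjusted p = 0.177 with an estimated correlation), and the call ended without lymphedema array 3. A list the study chose on these samples is not independent evidence. The qRT-PCR side of this comparison was not analysed here.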

**Figure 6:**
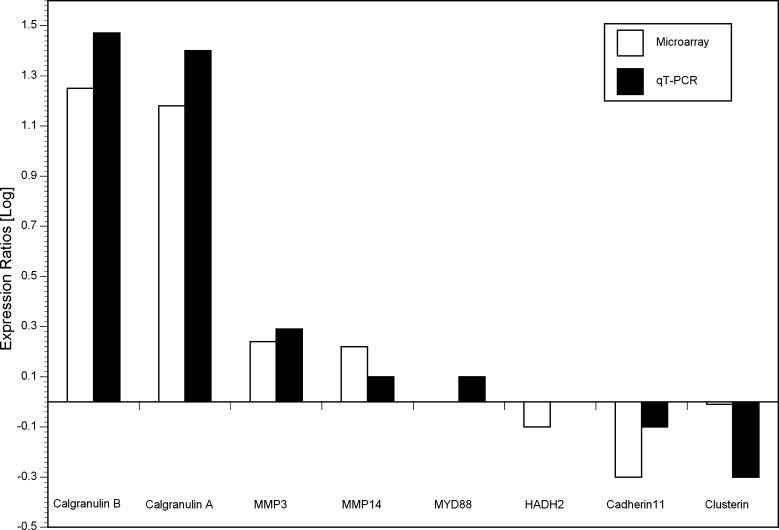
qRT-PCR Confirmation of the Results of Microarray Hybridization The graph represents fold-changes of expression in lymphedema, relative to normal controls, for each of eight representative genes, by microarray hybridization and qRT-PCR. For *MYD88* by microarray and *HADH2* by qRT-PCR, the log (gene expression) equaled zero. *HADH2, hydroxysteroid (17-beta) dehydrogenase; 2MMP, matrix metalloproteinase; MYD88, myeloid differentiation primary response gene 88.*

## Discussion

In this study, we have characterized a mouse model of lymphedema using in vivo functional imaging and histopathological correlation. This model of acute, acquired lymph stagnation closely simulates the volume response, histopathology, and lymphoscintigraphic characteristics of human acquired lymphedema. LYVE-1 immunohistochemistry demonstrates that this acute impairment of lymph transport is accompanied by an increase in the number and size of microlymphatic structures in the lymphedematous cutaneous tissues.

We have also undertaken molecular characterization of the disease process through comprehensive transcriptional profiling of the murine lymphedematous tail skin. We have identified a set of genes and molecular pathways that play a role in the unique biology of this cutaneous response to lymph stasis (lymphedema). Recognition of this molecular response pattern is likely to enhance our comprehension of the pathogenesis and biology of lymphedema.

The model has been elaborated to simulate the regional, acquired lymph stagnation that can arise after trauma, surgery, and cancer therapeutics [ 8]. Despite apparent rapid healing of the external cutaneous wound, the model features a stable, persistent edematous increase in the volume of the tail, accompanied by a profound inflammatory response; neither edema nor inflammation is seen in surgical controls.

The cutaneous inflammatory response observed in this model replicates clinical descriptions of human acquired lymphedema, where there is frequently evidence of concomitant chronic inflammation, and regional immune responses are distorted [ 2]. Architectural changes in the skin and subcutaneous tissues are often profound [ 3]. Chronic lymph stasis typically stimulates an increase in the number of fibroblasts, adipocytes, and keratinocytes in the skin. Mononuclear cells (chiefly macrophages) often demarcate the chronic inflammatory response [ 3]. In affected tissues, there is an increase in collagen deposition, accompanied by adipose and connective tissue overgrowth in the edematous regions [ 26].

In the current study, the molecular expression profile of lymphedema, observed in parallel with the histopathology and the dynamic immune traffic imaging, suggests that the deranged immune traffic plays at least a passive, if not an active, role in the pathogenesis of the disorder. In normal immune traffic, mononuclear phagocytes and lymphocytes from the tissues enter the afferent lymph vessels and the lymph nodes to elicit primary immune responses before reentering the vasculature [ 5]. It is conceivable that, in chronic lymphedema, the impairment of lymphocyte and Langerhans cell trafficking from skin to regional lymph nodes leads to inefficient clearance of foreign antigens, and provides the substrate for chronic inflammatory changes [ 4]. The complex biology of lymphedema is still quite poorly understood. Although it has been conjectured that inflammation may indeed trigger various forms of lymphangiogenesis [ 27, 28], the physiological sensors, signaling mechanisms, and cause-and-effect relationships that initiate post-natal lymphangiogenesis remain to be elucidated.

Transcriptional profiling has been utilized to identify genes activated in disease states and to refine targets for molecular therapy. Microarray technology has been applied to the elucidation of endothelial biology in health and disease [ 9, 29], as well as to the investigation of gene expression patterns in cutaneous diseases [ 30] and in a wide array of non-neoplastic diseases that entail inflammatory or immune responses [ 31]. This approach is particularly attractive for the problem of acquired lymphedema, where the heterogeneous cellular composition of the tissues exposed to lymph stagnation presupposes a very complex, interdependent pattern of gene expression. While the characteristic expression profiles of isolated lymphatic endothelia have previously been studied [ 6, 7], the current investigation represents the first in-depth molecular examination of the end-organ response to lymph stagnation. Despite the heterogeneous nature of the cellular material under investigation, the approach of high-throughput transcriptional profiling and statistical gene ontology analysis has disclosed discernable patterns of gene expression that appear to be representative of the disorder under scrutiny.

Transcriptional profiling can provide not only a gene-by-gene view of physiological alterations in a diseased state, but also a statistically rigorous identification of the biological processes that are induced or repressed in disease. This provides a much broader and more comprehensive view of the disease process as a whole than does a simple gene list, making generation of hypotheses about mechanisms more informed. Based on GO functional annotations for each gene on the array [ 32], we used Fisher's exact test statistical analysis to identify functional processes that are significantly induced and repressed in this disease model ( Table 7). The results of this analysis were quite interesting, illustrating that whole panels of genes involved in the immune response, stress response, and complement activation are induced in lymphedema when compared to controls. Among the most interesting of the upregulated genes involved in these processes are many encoding proteins that reflect the inflammatory process. Calgranulin B, highly upregulated in this experimental model, belongs to a family of small calcium-binding proteins that are highly expressed in neutrophil and monocyte cytosol. These molecules are found at high levels in the extracellular milieu during inflammatory conditions [ 33]. 

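Every clone of the gene of calgranulin B, S100a9, was higher in lymphedema, and the 3 clones had log2 fold changes of 4.43 to 4.73. The gene's log2 ratio to the reference was −2.04 ± 0.316 (SD, n = 3 pools) in normal skin, 2.57 ± 0.489 in lymphedema and −0.05 ± 1.84 in sham skin. The sham spread came from array 3, which had 2.00 against −1.54 and −0.616 in arrays 1 and 2. Sham against normal had a log2 difference of 1.98 (adjusted p = 0.48 from limma), and lymphedema against sham 2.62 (adjusted p = 0.466). The blocked value of lymphedema against normal was 4.05 and did not pass. The call was lost without normal array 1 or 2 or lymphedema array 2 as well. The 2 clones of S100a8, calgranulin A, had log2 fold changes of 1.07 and 4.58, and both passed. Its difference was 1.16 between sham and normal skin and 1.67 between lymphedema and sham skin (adjusted p = 0.297 and 0.166 from limma). S100a11, another calcium-binding S100 protein, rose by 0.96 (standard error 0.181, adjusted p = 0.027 from limma). The blocked log2 fold changes of S100a8, Lcn2 and Stfa3 were 2.64, 2.39 and 2.24.

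**Figure D2:**
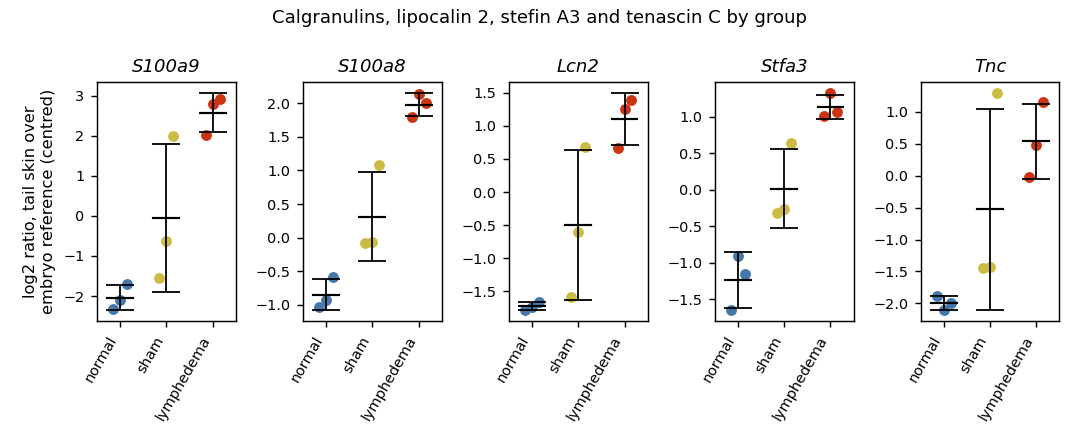
Log2 ratio of tail skin over embryo reference (vertical axis) for S100a9, S100a8, Lcn2, Stfa3 and Tnc on each array of normal, lymphedema and sham skin, with mean and SD. For S100a9 the lymphedema arrays lie from 2.01 to 2.91 and the normal arrays from −2.33 to −1.70, and sham array 3 lies apart from sham arrays 1 and 2.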

Calgranulins are potent stimulators of neutrophils and likely are involved in neutrophil migration to inflammatory sites. The levels of several of these proteins are markedly elevated in psoriasis, among other conditions [ 34]. 

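Tnc, which encodes the matrix glycoprotein tenascin C, rose in lymphedema with a log2 fold change of 2.54 (standard error 0.595, n = 3 pools per group, adjusted p = 0.0435 from limma). Its lymphedema arrays lay between −0.02 and 1.15 and its normal arrays between −2.11 and −1.89. Sham arrays 1 and 2 had −1.44 and −1.43, close to the normal arrays, and sham array 3 had 1.29. The blocked value was 1.98. The call ended with that block, without any 1 normal or lymphedema array, without centering, after quantile normalization, and with features on 2 of 3 arrays per group.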

Tenascin C is strongly induced by various pro- and anti-inflammatory cytokines, and its de novo expression is a reliable molecular marker for acute inflammation [ 35]. 

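Ppib, the gene of cyclophilin B, a folding enzyme of the secretory pathway, did not pass between lymphedema and normal skin. Its log2 fold change was 0.36 (standard error 0.227, n = 3 pools per group, adjusted p = 0.411 from limma), and its 3 clones ranged from 0.07 to 0.76. Each lymphedema array lay above each normal array.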

Peptidylprolyl isomerase B, also known as cyclophilin B, induces chemotaxis and integrin-mediated adhesion of T cells to the extracellular matrix in vitro [ 36]. 

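Neither Bsg, the gene of the glycoprotein basigin, nor Cxcl12, the gene of stromal cell-derived factor 1, passed as a gene between lymphedema and normal skin. Bsg had a log2 fold change of 0.46 (standard error 0.193, n = 3 pools per group, adjusted p = 0.211 from limma). Its 4 clones ran from −0.443 to 0.996, of which 2 passed as features, and with 1 clone per gene it was higher. Cxcl12 had a log2 fold change of 0.65 (standard error 0.167, adjusted p = 0.06 from limma), with 3 clones from 0.03 to 1.23. Cxcl12 passed after scaling of arrays, with 1 clone per gene, with the arrays of the 2 groups only, and without sham array 1 or 3.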

Basigin is also involved in inflammatory processes and is proposed to be a receptor of cyclophilin A. Stromal cell-derived factor 1, also known as CXCL12, is a highly efficacious lymphocyte chemoattractant [ 37]. Platelet factor 4, also known as CXCL4, is a strong chemoattractant for neutrophils and fibroblasts. In addition to its putative role in inflammation, it has been implicated in the pathogenesis of atopic dermatitis. 

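Pf4 had 1 clone, with a log2 fold change of 1.13 in lymphedema against normal skin (standard error 0.322, n = 3 pools per group, adjusted p = 0.0814 from limma), which did not pass. The lymphedema arrays ranged from −0.483 to −0.14 and the normal arrays from −1.66 to −1.33. Sham array 3 had 0.077, above each lymphedema array, and sham arrays 1 and 2 had −1.23 and −1.37. Without sham array 3, or with the arrays of the 2 groups only, Pf4 passed as higher.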

Upregulation of arachidonate 5-lipoxygenase activating protein suggests a role for leukotrienes in this acute inflammatory response; glutathione peroxidase may play an ancillary role. 

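Alox5ap, which presents arachidonic acid to 5-lipoxygenase, rose 2.82-fold in lymphedema (log2 standard error 0.295, n = 3 pools per group, adjusted p = 0.0275 from limma). Its 3 clones ran from 0.446 to 2.25, and 2 passed as features. Gpx1, a glutathione peroxidase that reduces hydrogen peroxide, rose by 0.81 (standard error 0.172, adjusted p = 0.0339 from limma), with 4 clones from 0.351 to 1.05. Blocked values were 1.29 and 0.62, neither past the threshold, and both calls ended without any 1 normal or lymphedema array. The call of Gpx1 also ended after quantile normalization, with the replicate number as a block and with 1 clone per gene, and that of Alox5ap with features on 2 of 3 arrays per group.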

CD63 antigen can be interpreted as a marker of basophil activation and of degranulated neutrophils and monocytes. 

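Cd63, a tetraspanin of granule and lysosome membranes, had a log2 fold change of 0.72 between lymphedema and normal skin (standard error 0.221, n = 3 pools per group, adjusted p = 0.0997 from limma). It did not pass, although its 5 clones all lay between 0.586 and 0.891 and each lymphedema array lay above each normal array. Cd63 passed as higher without sham array 3 and with the arrays of the 2 groups only.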

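Lgmn, the gene of legumain, rose in lymphedema with a log2 fold change of 1.52 (standard error 0.331, n = 3 pools per group, adjusted p = 0.0367 from limma). Its lymphedema arrays had 0.55, 1.20 and 0.954, and its normal arrays lay between −0.874 and −0.423. Sham array 3 had 1.03, and sham arrays 1 and 2 had −0.109 and −0.433. The blocked value was 1.17 and did not pass, and the call ended without any 1 normal or lymphedema array and after quantile normalization.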

Legumain, an asparaginyl endopeptidase central to Class II major histocompatiblity complex presentation of microbial antigens, is a potential molecular marker of macrophage differentiation and function [ 38]. Follistatin is an activin antagonist implicated in wound repair; activin is an important participant in inflammation, repair, and cytoprotection in various organs, but its induction is restricted to certain types of inflammation and its release is dependent upon the inflammatory setting [ 39]. Nuclear factor kappa B is a transcription factor critical to the expression of a variety of chronic inflammatory disease states. The downregulation of gelsolin in this model is notable, inasmuch as hemostatic, inflammatory, and fibroblast responses are blunted in mice lacking gelsolin. 

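Gsn, the gene of gelsolin, an actin-severing protein, did not pass between lymphedema and normal skin. Its log2 fold change was −0.32 over 11 clones (standard error 0.177, n = 3 pools per group, adjusted p = 0.34 from limma). The clones ran from −0.739 to 0.509, and none passed as a feature in limma. SAM at 5% called 2 of them lower and 1 higher. Each lymphedema array, from 0.445 to 0.692, lay below each normal array, from 0.775 to 0.896. In sham skin the 3 arrays had 1.29, 1.00 and 0.804.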

Expression of nascent polypeptide-associated complex regulates formation of Fas-associated death domain (FADD) protein oligomers and modulates FADD-mediated signaling; FADD protein is a critical mediator of signal transduction pathways activated by several members of the tumor necrosis factor (TNF) receptor gene superfamily. 

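Cathepsins and other lysosomal genes of antigen processing lay higher in lymphedematous than in normal skin. Of 19 such genes, 3 rose and none fell (12 higher when adjusted over the list alone), with a median log2 fold change of 0.537 (n = 3 pools per group, adjusted p = 1.65e-05 from camera, adjusted p = 0.205 with an estimated correlation). The 3 were the legumain gene Lgmn, Ctsz at 1.34 (standard error 0.311, adjusted p = 0.0416 from limma) and Ctsb at 0.86 (standard error 0.168, adjusted p = 0.0275), which encode cathepsins Z and B. Ctsc, Ctsh and Ctsl, other cathepsins, had 0.74, 0.72 and 0.50 and did not pass (adjusted p = 0.0628, 0.0653 and 0.185 from limma). Among inhibitors, Stfa3 rose by 2.37 (standard error 0.276, adjusted p = 0.00289 from limma), and Cstb, cystatin B, had 0.33 (adjusted p = 0.4) and did not pass. The calls of Ctsz and Ctsb held in 6 and 9 of 18 alternatives. The blocked median of the list was 0.492.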

Cathepsins are distinct intracellular acidic proteases that actively participate in the mechanism of antigen processing; conversely, the stefins are inhibitors of these cathepsins.

The immune response process is also statistically significantly induced in the lymphedema group versus controls. 

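Single genes of the immune response rose in lymphedema, and B2m and Fcer1g were among the 10 largest rises. Marker lists of T and NK, mast, dendritic and B cells did not pass as higher. B2m, the light chain of MHC class I molecules, rose by 2.43 on the log2 scale (standard error 0.234, n = 3 pools per group, adjusted p = 0.00139 from limma), and all 5 of its clones passed. Fcer1g, the shared signaling chain of Fc receptors on mast cells and macrophages, rose by 2.48 (standard error 0.406, adjusted p = 0.0175 from limma). Ctla2a and Ctla2b, relatives of cathepsin propeptides found in activated T cells, rose by 2.32 and 1.27 (standard errors 0.459 and 0.216, adjusted p = 0.0275 and 0.0191 from limma). Lsp1, an actin-binding protein of leukocytes, rose by 1.22 (standard error 0.283, adjusted p = 0.0427 from limma), and Lgals1, a galactose-binding lectin, by 1.71 (standard error 0.419, adjusted p = 0.0495). Their calls held in 6 and 4 of 18 alternatives, and both ended without centering, after quantile normalization, with features on 2 of 3 arrays per group and without any 1 normal or lymphedema array. Grn, granulin, had 0.85 (standard error 0.228, adjusted p = 0.0686 from limma) and did not pass, although it did after scaling, with the 2 groups only, and without any 1 sham array. Blocked values were 2.48 for B2m, 2.43 for Fcer1g, 1.99 for Ctla2a, 1.16 for Ctla2b, 1.38 for Lsp1 and 1.61 for Lgals1. None of 7 measured markers of T and NK cells rose or fell (1 lower adjusted over the list alone, median −0.158, adjusted p = 0.0458 from camera, adjusted p = 0.216 with an estimated correlation), and the call held in 9 of 20 alternatives. It ended after scaling, after quantile normalization, with features on 2 of 3 arrays per group with or without imputation, without normal array 1 or 3, lymphedema array 1 or 2 or sham array 1, and with the slide set as a block. Of 9 markers of mast cells and basophils, 1 rose (2 adjusted over the list alone, median 0.359, adjusted p = 0.201 from camera). It was Srgn, a granule proteoglycan of many leukocytes, at 2.14 (standard error 0.491, adjusted p = 0.0399 from limma), a call that held in 8 of 18 alternatives. None of 5 markers of dendritic and Langerhans cells passed (1 adjusted over the list alone, median 0.103), nor any of 5 markers of B and plasma cells (1 adjusted over the list alone, median 0.007, both adjusted p = 0.646 from camera).

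**Figure D3:**
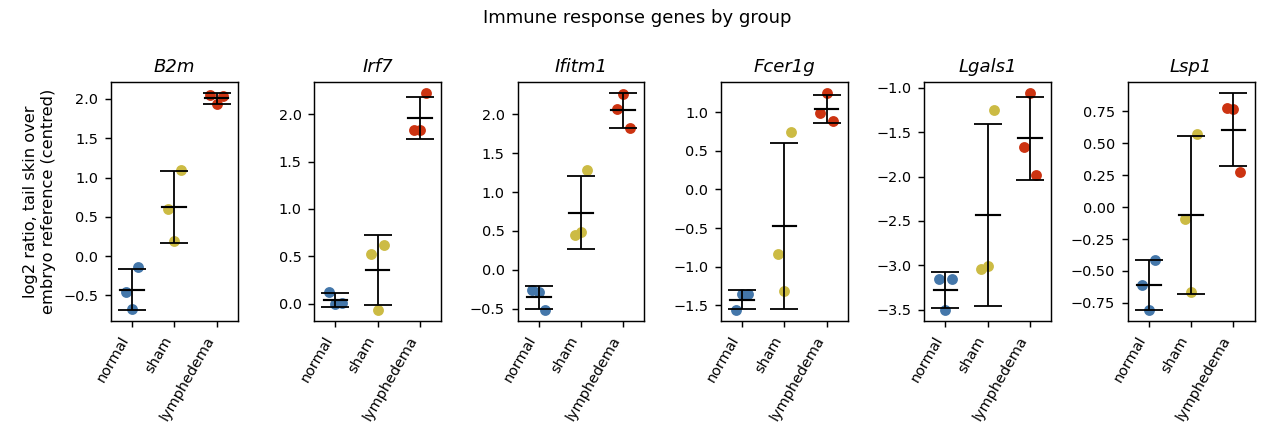
Log2 ratio of tail skin over embryo reference (vertical axis) for B2m, Irf7, Ifitm1, Fcer1g, Lgals1 and Lsp1 on each array of normal, lymphedema and sham skin, with mean and SD. For B2m the lymphedema arrays lie from 1.93 to 2.05 and the normal arrays from −0.672 to −0.145.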

Proteins such as cytotoxic T lymphocyte-associated proteins are associated with activated T cell function and enhance TGF-β release by T cells [ 40]. Leukocyte (or lymphocyte) specific protein 1 (LSP1) is a multifunctional protein involved in the regulation of neutrophil motility, chemotaxis, adhesion, and B lymphocyte apoptosis mediated by membrane immunoglobulin M (mIgM) [ 41]. Beta-2 microglobulin is a major histocompatibility complex protein that presents peptide antigens on cell surfaces for recognition by T cell receptors. Lipocalin has recently been shown to participate in the response to bacterial growth [ 42]. Galactose binding lectin is a participant in the acute phase response [ 43]. Granulin is a high-molecular-weight secreted mitogen that is abundantly expressed in rapidly cycling epithelial cells and in the immune system [ 44]. High affinity Fc receptor for IgE is a key molecule in triggering the allergic reaction; it might be considered to be a mast-cell-specific protein. Interferon gamma has an important role in activating macrophages in host defenses.

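Ifngr1, the gene of the ligand-binding chain of the interferon gamma receptor, rose 2.83-fold in lymphedema (log2 standard error 0.228, n = 3 pools per group, adjusted p = 0.0137 from limma). Of 13 interferon-induced genes, 5 rose and none fell (8 adjusted over the list alone), with a median log2 fold change of 0.87 (adjusted p = 1.74e-06 from camera, adjusted p = 0.177 with an estimated correlation). Ifitm1, a membrane protein that restricts viruses, rose by 2.40 (standard error 0.237, adjusted p = 0.00139 from limma). Irf7, a transcription factor of the type I interferon response, rose by 1.92 (standard error 0.211, adjusted p = 0.00256 from limma). Ifit1, which binds viral RNA, rose by 1.36, Ifitm2 by 1.19 and Ifitm3 by 0.87. The chemokine gene Cxcl10, of the same list, had 2.06 (standard error 0.565, adjusted p = 0.0755 from limma) and did not pass. The blocked median was 0.869. Blocked values of single genes were 1.24 for Ifngr1, 2.43 for Ifitm1 and 1.79 for Irf7, none past the threshold.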

One of the most interesting findings of our study is that lymphedema mirrors many of the mechanisms of the inflammatory state, in the absence of a potent inflammatory stimulus. One would not necessarily hypothesize, a priori, that this would be the case, since the only difference between lymphedematous animals and the controls (both normals and surgical shams) was the presence of acute, acquired lymphatic stasis, with no additional inflammatory stimulus; thus, lymphatic stasis induces many of the same mechanisms as inflammatory stimuli. This important observation is novel and has led us to pursue follow-up investigation intended to determine the efficacy of inhibitors of the inflammatory pathways in reversing the pathologic responses of the tissues that are seen in lymphedema.

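Most genes of lymphatic endothelium could not be tested on these arrays. Lyve1, Prox1, Pdpn, Flt4 (the gene of VEGFR-3) and Vegfd were not analysed here, since no feature measured on all arrays was named for them. Of the 6 genes of lymphangiogenesis and lymphatic endothelium that were measured, 2 rose and none fell (3 adjusted over the list alone). Their median log2 fold change was 0.423 (n = 3 pools per group, adjusted p = 0.148 from camera). Stab1, a scavenger receptor also present on macrophages, rose by 1.24 (standard error 0.271, adjusted p = 0.0367 from limma). Nrp2, a co-receptor for VEGF-C, rose by 1.06 (standard error 0.243, adjusted p = 0.0399 from limma). Blocked values of these genes were 1.36 and 1.19, and the call held in 12 of 18 alternatives for Stab1 and in 6 for Nrp2. Foxc2, a transcription factor of lymphatic valves, had 0.75 (standard error 0.251, adjusted p = 0.12 from limma). Vegfc had −0.10 (standard error 0.201, adjusted p = 0.813 from limma), and its clones differed in sign, at −0.657 and 0.45. Vegfa had 0.68 (standard error 0.192, adjusted p = 0.0812 from limma), and it passed as higher without sham array 3 and with the arrays of the 2 groups only.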

The apparent absence of lymphatic markers in this transcriptional profile suggests that, in principle, the findings might not be specific for lymphedema. However, in parallel work performed in the same animal model, we have identified several lymphatic markers including, most importantly, upregulation of VEGF-C (but not VEGF-A) and VEGFR-3. Therapeutic induction of a lymphangiogenic response through administration of exogenous, recombinant human VEGF-C produces both an amelioration of edema and a downregulation of both of these markers of the lymphatic vascular response to acquired vascular insufficiency (unpublished data). Finally, as seen in Figure 3, LYVE-1 staining demonstrates specific lymphatic vascular changes in this model, including an increase in lymphatic microvascular size and density, in response to induced lymphatic vascular disruption. 

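In the features called between normal and lymphedematous skin, the sham median lay between those of the 2 states. In the 707 features higher in lymphedema, the median log2 difference of sham from normal skin was 0.722 (SD 0.23 between arrays, n = 3 pools), against 1.29 in lymphedema. In the 195 lower features the median of sham was −0.572, against −1.23 in lymphedema. Both comparisons share the normal arrays. In 100 simulated sets of unchanged sham arrays the median was 0.0586 for the higher features (range −0.272 to 0.6). For the lower ones, called in 99 of these sets, it was −0.104 (range −0.685 to 0.263). The value of the lower features lies inside that range. Calls were also made with 2 normal arrays, and the difference was taken from the left-out array 1, 2 or 3. Of these calls, 203 of 209, 224 of 228 and 389 of 414 were among the 902 features called with all arrays. They held fewer higher features, 192, 188 and 350. Sham medians in these higher features were 1.02, 1.01 and 0.611, against 2.07, 2.03 and 1.36 in lymphedema. The 3 sham arrays differed by gene group. Calgranulins, lipocalin and stefins had list medians above normal of 0.526, 0.545 and 1.63 in sham arrays 1, 2 and 3, against 1.43 to 1.58 in the lymphedema arrays. Collagens and matrix proteins had 0.335, 0.0959 and 0.937, against 0.604 to 0.746. Interferon-induced genes had 0.175, 0.252 and 0.59, and MHC class I genes 0.53, 0.154 and 0.245, below each lymphedema array. MHC class II and macrophage genes had 0.856 and 0.793 in sham array 3, within the lymphedema arrays at 0.822 to 1.12 and 0.789 to 1.12. Skeletal muscle genes had 0.175, 0.43 and 1.38 in sham arrays 1, 2 and 3. Hair follicle and sebaceous genes had 0.0763, 0.0532 and −1.09, so their fall in sham skin rests on array 3. Without sham array 3 the median over the higher features was 0.603, and with the slide set as a block it was 0.693. For the lower features it was −0.629 and −0.324. Lower calls with 2 normal arrays had sham medians of −0.665, −0.265 and −0.4 from left-out array 1, 2 and 3. In lymphedema these were −1.56, −1.09 and −1.13.

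**Figure D4:**
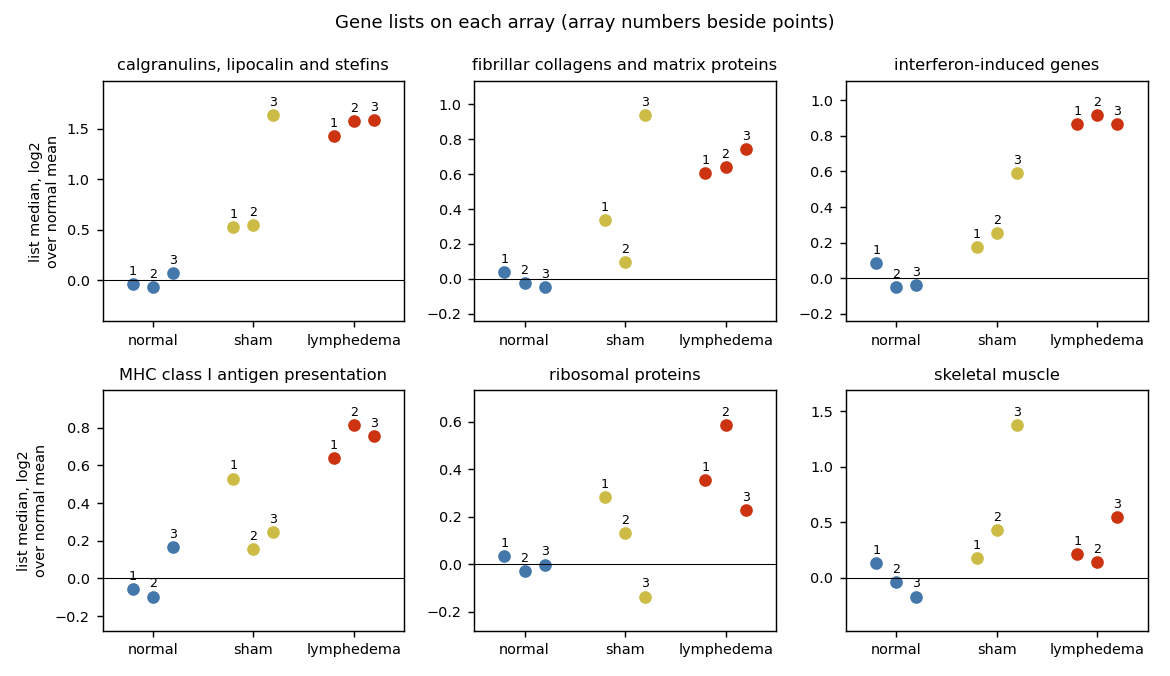
Median log2 difference from the mean of the normal arrays (vertical axis) of 6 gene lists on each of the 9 arrays, by state. In calgranulins sham array 3 lies at 1.63, as high as the lymphedema arrays, and in MHC class I genes at 0.245, below them.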

None of the morphological, histochemical, or gene expression changes referred to here are observed in animals that are subjected to surgery in the absence of induction of specific lymphatic injury (surgical controls), as described in this paper. Thus, it reasonable to state that the histological and molecular responses reflect lymph stagnation and not the more nonspecific responses of wound healing after surgical injury.

The cellular response to stress is another process that undergoes statistically significant induction during lymph stagnation. 

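Genes of the oxidative stress response lay higher in lymphedema than in normal skin as a group. Of 30 measured, 7 rose and none fell (15 adjusted over the list alone), with a median log2 fold change of 0.525 (n = 3 pools per group, adjusted p = 3.99e-06 from camera, adjusted p = 0.177 with an estimated correlation). Cyba, a subunit of the NADPH oxidase of phagocytes, rose by 1.64 (standard error 0.363, adjusted p = 0.0368 from limma). Selenop, a selenium carrier, rose 2.83-fold (log2 standard error 0.227, adjusted p = 0.0137 from limma). Ftl1 and Fth1, the chains of the iron store ferritin, rose by 1.21 and 1.16 (standard errors 0.25 and 0.234, adjusted p = 0.0294 and 0.0288 from limma). Of 18 alternatives, 7 kept the call of Cyba, 12 that of Selenop, 9 that of Ftl1 and 11 that of Fth1. The blocked median was 0.451.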

Among the stresses that can trigger this response are the elaboration of pathophysiological signals such as cytokines and eicosanoids [ 45]. 

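As a group, 23 heat shock and chaperone genes did not pass between lymphedema and normal skin, with a median log2 fold change of 0.076 (n = 3 pools per group, adjusted p = 0.27 from camera). Single members rose, 3 of 23 with none lower (5 adjusted over the list alone). All 3 are DnaJ co-chaperones of the Hsp70 system. Dnajb5 rose by 1.62 (standard error 0.324, adjusted p = 0.0275 from limma), Dnajc13 by 1.10 (standard error 0.179, adjusted p = 0.0175) and Dnaja1 by 0.77 (standard error 0.171, adjusted p = 0.0374). Their calls held in 12, 12 and 8 of 18 alternatives. Among these, Dnajb5 ran from 1.39 to 1.96, Dnajc13 from 0.523 to 1.22 and Dnaja1 from 0.56 to 2.36. Hspa8, a constitutive Hsp70, had 0.62 over 6 clones (standard error 0.173, adjusted p = 0.0777 from limma), and it passed with the arrays of the 2 groups only. Hspa2 and Hspe1, other chaperones, had −0.22 and 0.32 and did not pass (adjusted p = 0.748 and 0.4 from limma).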

The expression of a variety of heat shock proteins is upregulated in our model [ 45]. 

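Hmox1, the gene of heme oxygenase 1, which degrades heme, did not pass between lymphedema and normal skin. Its log2 fold change was −0.20 on 1 clone (standard error 0.265, n = 3 pools per group, adjusted p = 0.714 from limma). Among 18 alternatives it ran from −0.281 to 0.415, so its sign was not stable. The lymphedema arrays ranged from 0.284 to 0.415 and the normal arrays from 0.374 to 0.655. Sham array 3 had 1.35 and sham arrays 1 and 2 had 0.26 and 0.286.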

Additional evidence for the oxidative stress in lymphatic dysfunction is provided by the upregulation of heme oxygenase 1 (HO-1) [ 46]; it is a downstream effector of the potent anti-inflammatory interleukin IL-10 [ 47].

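Collagen and matrix genes as a group lay higher in lymphedematous than in normal skin. Of 30 fibrillar collagens and matrix proteins, 6 rose and none fell (12 adjusted over the list alone), with a median log2 fold change of 0.633 (n = 3 pools per group, adjusted p = 7.19e-08 from camera, adjusted p = 0.294 with an estimated correlation). Lox, lysyl oxidase, which crosslinks collagen, rose by 1.67 (standard error 0.369, adjusted p = 0.0367 from limma). Bgn, the proteoglycan biglycan, rose by 1.62 (standard error 0.319, adjusted p = 0.0275 from limma). Fbln1, fibulin 1, rose by 1.28 (standard error 0.23, adjusted p = 0.0235 from limma), and Fbln2, fibulin 2, had 0.31 (standard error 0.201, adjusted p = 0.423) and did not pass. Eln, elastin, rose by 1.09 and Col5a2 by 1.03, and Col1a1 had 0.90 (adjusted p = 0.185 from limma) and did not pass. Of 12 basement membrane genes, 3 rose and none fell (5 adjusted over the list alone, median 0.33, adjusted p = 0.03 from camera, adjusted p = 0.294 with an estimated correlation). They were the collagen gene Col4a2 at 1.19, the laminin gene Lama4 at 1.08 and the nidogen gene Nid2 at 1.02, with calls that held in 9, 9 and 5 of 18 alternatives. The call of this list ended after scaling, after quantile normalization, and without lymphedema array 1 or 3. Of 19 genes of TGF-beta and activin signaling, 1 rose (1 adjusted over the list alone, median 0.137, adjusted p = 0.3 from camera). It was Eng, endoglin, a TGF-beta co-receptor of endothelium, at 0.92 (standard error 0.21, adjusted p = 0.0399 from limma), which held in 6 of 18 alternatives. None of 11 matrix metalloproteinases and inhibitors passed (0 adjusted over the list alone, median −0.0131, mean 0.16, adjusted p = 0.93 from camera). Acta2, alpha 2 actin, had 0.73 (standard error 0.231, adjusted p = 0.107 from limma), and it passed without sham array 3 and with the arrays of the 2 groups only. Blocked medians, which rest on lymphedema array 1, were 0.604 for collagens and 0.31 for basement membrane.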

Upregulation of gene expression related to wound repair, and importantly, to fibrosis is also prominently seen. During wound repair granulin promotes granulation and neovascularization, and regulates inflammation [ 48]. The expression of fibulins is induced in the setting of injury, in response to various stimuli [ 49]. Biglycan (BGN) has been implicated in the regulation of matrix assembly, cellular adhesion, migration, and TGF-β activity [ 50]. Endoglin (CD 105) is a type III TGF-β1 receptor. It modulates the function of TGF-β1 by binding to and modulating signal transduction by the major type I and II TGF-β1 receptors. Lysyl oxidase plays a critical role in the biogenesis of connective tissue matrices. Alpha 2 actin has been identified as a marker of myofibroblast differentiation; all fibrocontractive diseases characterized by fibrosis entail the presence of myofibroblasts [ 51].

In addition to inflammatory/immune and stress responses, we have observed a gene expression profile that reflects alterations in the angiogenic response **.** Specifically, hypoxia inducible factor 1α has a key role in the cellular response to hypoxia, including the regulation of genes involved in energy metabolism, angiogenesis, and apoptosis. 

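Hif1a was not analysed here, since no feature measured on all arrays was named for it. Of 22 genes of angiogenesis, 3 rose and none fell (7 adjusted over the list alone), with a median log2 fold change of 0.358 (n = 3 pools per group, adjusted p = 0.0186 from camera, adjusted p = 0.312 with an estimated correlation). They were Kdr, a VEGF receptor, at 0.99 (standard error 0.234, adjusted p = 0.0445 from limma), the VEGF co-receptor gene Nrp2, and the endoglin gene Eng. Of 11 markers of blood endothelium, 3 rose and none fell (5 adjusted over the list alone, median 0.546, adjusted p = 0.00424 from camera, adjusted p = 0.294 with an estimated correlation). Beside Kdr and Eng, the third was Selp, the adhesion molecule P-selectin, at 1.12 (standard error 0.185, adjusted p = 0.0175 from limma). Of 21 genes of hypoxia and glycolysis, 2 rose and none fell (6 adjusted over the list alone, median 0.383, adjusted p = 0.03 from camera, adjusted p = 0.312 with an estimated correlation). Both are glycolytic enzymes, Pgk1 at 0.91 (standard error 0.217, adjusted p = 0.0451 from limma) and Tpi1 at 0.78 (standard error 0.179, adjusted p = 0.0399). Of 18 alternatives, the calls of Pgk1, Tpi1 and Nrp2 held in 6 each and that of Kdr in 5. The call of the hypoxia list ended without normal array 1 or lymphedema array 3 and with the slide set as a block (median 0.392, adjusted p = 0.129 from camera). Blocked medians were 0.387 for angiogenesis and 0.437 for blood endothelium, and the angiogenesis call ended without normal array 1 or lymphedema array 1.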

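Single complement genes rose in lymphedematous skin, and complement genes as a group did not pass. Of 12 complement genes, 4 rose and 1 fell (5 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.742 (n = 3 pools per group, adjusted p = 0.0501 from camera). C1qa and C1qc, chains of the recognition molecule C1q, rose by 2.03 and 1.62 (standard errors 0.343 and 0.334, adjusted p = 0.0191 and 0.0288 from limma), and C1s1, the C1s protease, by 1.25, a call that held in 7 of 18 alternatives. Blocked values of C1qa, C1qc and C1s1 were 2.13, 1.40 and 0.666. Serping1, the inhibitor of C1, rose by 1.20 (standard error 0.215, adjusted p = 0.0235 from limma), and Cd46, a membrane regulator of complement, fell by 0.89 (standard error 0.216, adjusted p = 0.0468). C1qb had 1.28 (standard error 0.539, adjusted p = 0.211 from limma) and did not pass. The complement list passed in 12 of the alternatives, among them no centering, quantile normalization and fry, and its blocked median was 0.597 (adjusted p = 0.0912 from camera). Of 16 genes of the Wnt pathway list, 2 rose and none fell (3 adjusted over the list alone, median 0.0946, adjusted p = 0.548 from camera). Wnt7b, a ligand, rose by 1.10 (standard error 0.211, adjusted p = 0.0275 from limma), and Ror2, a receptor, by 0.86 (standard error 0.195, adjusted p = 0.0399), with calls that held in 11 and 6 of 18 alternatives. Wnt7a, a ligand that the list does not hold, fell by 1.73 (standard error 0.357, adjusted p = 0.0288 from limma), and its call held in 11.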

Alterations in the complement and *Wnt* pathways may also contribute significantly to the pathogenesis of the skin response to lymph stasis.

The observed differences between the lymphedematous animals and the surgical controls are noteworthy. 

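Lymphedematous skin differed from sham skin in interferon, macrophage and calgranulin genes as groups, and in few single genes. Irf7 was the gene that rose, by 1.61 on the log2 scale (standard error 0.211, n = 3 pools per group, adjusted p = 0.0371 from limma), and its difference between sham and normal skin was 0.31. Cd160, a receptor of NK and T cells, was the gene that fell, at −2.04 (standard error 0.222, adjusted p = 0.0121 from limma), with 1.55 between sham and normal skin (adjusted p = 0.107). The call of Irf7 held only after scaling and without sham array 3, and that of Cd160 ended with the arrays of the 2 groups only and without lymphedema array 2 or 3. Of 13 interferon-induced genes, 1 rose (8 adjusted over the list alone, median 0.621, adjusted p = 4.16e-07 from camera, adjusted p = 0.217 with an estimated correlation). None of 12 calgranulin, lipocalin and stefin genes passed over all genes (6 adjusted over the list alone, median 0.807, adjusted p = 3.04e-07 from camera, adjusted p = 0.217 with an estimated correlation). The same held for 19 macrophage genes (4 adjusted over the list alone, median 0.529, adjusted p = 1.07e-05 from camera, adjusted p = 0.314 with an estimated correlation) and 12 MHC class I genes (5 adjusted over the list alone, median 0.511, adjusted p = 0.000108 from camera, adjusted p = 0.217 with an estimated correlation). Collagen and matrix genes had a median of 0.221 (adjusted p = 0.0334 from camera, adjusted p = 0.619 with an estimated correlation). Their call ended after scaling, after quantile normalization (median −0.004), with features on 2 of 3 arrays per group, with imputed values, without lymphedema array 3, without sham array 1 and with fry. Without sham array 2 its direction by camera turned down (median 0.0219, adjusted p = 0.741), and without sham array 3 the median was 0.429. Fatty acid synthesis lay lower, with a median of −0.314 over 16 genes (adjusted p = 7.96e-05 from camera, adjusted p = 0.217 with an estimated correlation). Among the alternatives this median ran from −0.425 to −0.158. Against normal skin, sham arrays 1, 2 and 3 had −0.0389, −0.0283 and −0.374, and the lymphedema arrays −0.471 to −0.399. Of the 44 lists, 17 lay higher and 4 lower, and with fry 0 passed. Among features, limma and SAM at 5% each passed 0 higher and 1 lower, with 2053 at an unadjusted p under 0.05 in limma. Without sham array 3, limma passed 297 features higher and 56 lower, and with the slide set as a block 0 features (1717 at an unadjusted p under 0.05). Blocked medians were 0.781 for interferon-induced genes, 0.759 for calgranulins, 0.602 for macrophages and 0.616 for MHC class I, each past the threshold of camera. Lower medians, still past it, were 0.26 for interferon-induced genes with imputed values, 0.52 for calgranulins without sham array 1, and 0.258 for macrophages and 0.284 for MHC class I without sham array 2. Higher ones were 0.818 for macrophages without sham array 3 and 0.779 for MHC class I with 1 clone per gene.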

In the absence of any observed delay in wound healing, overt infection, or inflammation, the gene expression profile in lymphedema, but not in surgical controls, is characterized by a remarkable induction of whole biological processes via coordinate upregulation of their component genes. These observations underscore the interpretation that lymphedema is a pathological process that is much more complex than a simple disorder of fluid homeostasis. Indeed, these gene expression profiles superficially resemble those of other recently elucidated inflammatory conditions, such as multiple sclerosis [ 31], psoriasis [ 52], and even atherosclerosis [ 53, 54].

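Markers of wound-activated keratinocytes, blood endothelium and macrophages lay higher in lymphedematous than in normal skin, and markers of resting keratinocytes did not pass. Of 13 genes of wound-activated keratinocytes, 6 rose and none fell (7 adjusted over the list alone), with a median log2 fold change of 0.843 (n = 3 pools per group, adjusted p = 3.21e-06 from camera, adjusted p = 0.169 with an estimated correlation). Of those 6, Lcn2, S100a8, S100a9, Stfa1 and Stfa3 also belong to the calgranulin list. The sixth was Serpinb3a, a protease inhibitor of epidermis, at 1.09 (standard error 0.198, adjusted p = 0.0238 from limma). None of 12 basal keratinocyte genes passed (0 adjusted over the list alone, median 0.0153, adjusted p = 0.646 from camera, whose direction was down). None of 18 differentiated keratinocyte genes passed (1 lower adjusted over the list alone, median −0.0524, adjusted p = 0.201 from camera). The hair follicle and sebaceous gland list held 11 genes, none past the threshold (0 adjusted over the list alone, median 0.221, adjusted p = 0.646 from camera, whose direction was down). Of 15 fibroblast genes, 2 rose and none fell (4 higher and 1 lower adjusted over the list alone, median 0.427, adjusted p = 0.03 from camera, adjusted p = 0.328 with an estimated correlation). They were the fibulin gene Fbln1 and Vim, the filament protein vimentin, at 0.93 (standard error 0.189, adjusted p = 0.0288 from limma), a call that held in 9 of 18 alternatives. The fibroblast call ended after quantile normalization, without normal array 2 or lymphedema array 3, and with the slide set as a block (median 0.318, adjusted p = 0.219 from camera). None of 10 smooth muscle and pericyte genes passed (3 adjusted over the list alone, median 0.438, adjusted p = 0.164 from camera). The blocked median of wound-activated keratinocytes was 1.15. Sham against normal skin had a median of 0.99 in this list, above the 0.843 of lymphedema, although its mean was lower, 0.67 against 1.35. Lymphedema against sham skin had a median of 0.35 (adjusted p = 0.000553 from camera, adjusted p = 0.217 with an estimated correlation).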

The differentially expressed genes in our study likely arise from a number of different cell types, including not only the cellular components of the inflammatory response, but also other involved cell types such as keratinocytes, vascular endothelial and smooth muscle cells, and fibroblasts. We feel that it is important to study the gene expression of cells within the complex cellular milieu of the damaged end organ in lymphedema, because precisely the genes we are interested in are those whose transcription results from cell–cell or cell–interstitial fluid interactions. When one removes cells from the milieu, there are immediate changes in transcription that are not reflective of the disease state. We are, of course, interested in defining the cellular compartments that are expressing specific genes, and this topic is the focus of ongoing research in our laboratory that will be published in the future.

In summary, we have used an animal model of lymphedema that shares many clinical and histopathological features with human lymphedema to identify the biological processes and genes that underlie these features. The fact that inflammatory and immune processes are significantly induced suggests that these observations will provide a useful avenue for the investigation of novel pharmacologic strategies for lymphatic dysfunction [ 2]. This approach is particularly attractive in light of the observed parallels with other systemic inflammatory disease states for which effective therapies already exist. Ultimately, such therapies must successfully diminish the impact of the soft tissue fibrosis and adipose deposition that characterize the late disease [ 2]; in this regard, it is interesting to contemplate that expression of several such genes is detectably altered in this model, long before architectural evidence of the tissue abnormality is present. This identification of such genes provides an avenue for future investigation and, specifically, provides early insights into the elaboration of molecular therapeutics for this disease. Our purpose here has been to establish an animal model that can be used in two ways: first, to generate new hypotheses about unsuspected genes and pathways that are involved in lymphedema and, second, to eventually test potential pharmacologic and therapeutic interventions for their efficacy in vivo. We recognize that not all interventions that show promise in animal models translate effectively into treatments for human disease, but such in vivo testing is an essential prerequisite to human application and testing, and the establishment of a good, relatively inexpensive animal model is a very important step in allowing more high-throughput analysis of putative therapeutic interventions. These studies contribute to our understanding of the pathogenesis of lymphedema. Further characterization of the genes and molecular pathways identified through this effort will likely provide insights into potential novel strategies for molecular therapies.

## Supporting Information

Table S1 Annotated List of the cDNAs Included on the Mouse Transcriptome Microarray Utilized in These Investigations (75,633 KB MPG) Click here for additional data file.

### Accession Numbers

The microarray data from these investigations have been deposited as dataset GSE4333 in the Gene Expression Omnibus database ( http://www.ncbi.nlm.nih.gov/geo). Accession numbers for the genes and proteins referenced in tables refer to the LocusLink database ( http://www.ncbi.nlm.nih.gov/projects/LocusLink).

## Abbreviations

dpm: disintegrations per minute
EST: expressed sequence tag
FDR: false detection rate
GO: Gene Ontology
*luc*: *luciferase*
qRT-PCR: quantitative real-time RT-PCR
SAM: significance analysis of microarrays

How the deposited data were processed for this re-analysis (not part of the article)

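Gene expression was measured in distal tail skin of female SKH-1 mice on day 14, with 3 pools of 3 mice for each of normal, lymphedema and sham skin. Each pool was hybridized once, against RNA of whole embryos, to a cDNA array with 2 colors. The 9 arrays were grouped by their labels, and no array was left out of the fit.

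The authors extracted features with GenePix and analysed them in Expressionist, with background subtraction, dye normalization, a filter on reference signal, imputation by k nearest neighbors and SAM at 5%. The deposited values are log2 ratios of the 2 channels, 1 per feature and array. The log base was read from the size of clone folds that the paper lists, on which a log2 scale gave a slope of 1.06 and a natural log scale 1.53. The table was not restricted to the paper's filtered features, and empty cells remain, so the filter and the imputation are not in it. The centering that the authors applied is not stated. Medians of the deposited columns were −0.053, −0.107 and −0.121 for the normal arrays, −0.027, −0.002 and −0.068 for lymphedema, and −0.093, −0.06 and −0.066 for sham. Signal and background intensities were not used here.

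The direction of the ratio was checked on genes typical of embryos and of adult skin, array by array, which does not use the comparison between states. In each array 27 to 29 embryo genes lay above the array's median and 16 or 17 skin genes below it. The deposited ratio was read as reference over tail skin and its sign was turned.

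The table holds 42624 features, of which 101 have a value on no array, and 26 values were read as null. Missing values made up 1.34% to 12.6% of an array. The annotation names 20678 features by 1 gene and 953 by several, and 20993 have no name here. No symbol changed through its gene identifier. The test covered the 30702 features with a value on all 9 arrays, of which 15723 are named by 1 gene. Clones of a gene were averaged per array, which gave 8644 genes. Of the genes past the threshold between lymphedema and normal skin, 119 had 2 or more clones, and in 4 of these the clones were of opposite sign. Correlations between arrays ran from 0.818 to 0.96 across features.

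Each array was centered on its median. Linear models were fitted with limma 3.58.1 in R 4.3.3, with group as the only term and moderated statistics (lmFit and eBayes), and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Values of p were adjusted by Benjamini-Hochberg over all features or all genes at 0.05, and also at 0.25 for sham against normal. The 46 gene lists hold 1124 genes, of which 709 were measured. Apart from the embryo and adult skin lists, 44 lists were tested with camera at a preset correlation of 0.01, two-sided and adjusted over the lists of a comparison. A list needed 5 measured genes. SAM was written anew with a fudge constant and all 20 permutations of 2 groups.

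Genes named in the text followed a rule. They are every gene that the paper's text names as changed or assays, the 10 largest rises and 10 largest falls per comparison among separated genes past the threshold, and up to 4 members per list. Values in the paper's tables had been seen when the rule was written. Outside the rule, H2-K1, Aif1, Ccr2, S100a11, Cxcl10, Foxc2, Eln, Col5a2, Col1a1, Cd46 and Serpinb3a were chosen after their values were seen.

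The steps were tested on simulated data for lymphedema against normal, on 30702 features. Of changed features, limma recovered 23.9% at a 2-fold change, 86.6% at 4-fold and 100% at 8-fold, with 14 false calls. Of 138 calls by the SAM code, 127 were true.

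Alternatives were no centering, scaling to one median absolute deviation, quantile normalization, features with 2 of 3 values per group with and without imputation (k = 10), arrays of the 2 groups only, SAM, the replicate number as a block, each array left out in turn, 1 clone per gene, an estimated correlation and fry. The slide set as a block was added after the data were seen. Clones on which the paper reports but which the annotation does not name were left unnamed. Enrichment by Gene Ontology terms and qRT-PCR were not analysed here.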

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

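The tests of a swap, of gene lists and of correlations on sham array 3, of the slide sets, and of the sham medians without sham array 3 were chosen after the results were seen, as was the median over runs in the test of a sham label.

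Gene lists fixed here beside those of the paper's functional themes moved in lymphedema against normal skin, with adjusted p from camera. The paper discusses an immune response, with beta-2 microglobulin as a protein of the MHC, so the MHC and interferon lists lie close to its themes. MHC class I genes had a median log2 fold change of 0.684 (adjusted p = 1.65e-05, adjusted p = 0.177 with an estimated correlation). MHC class II genes had a median of 0.959 (adjusted p = 0.00214, adjusted p = 0.252 with an estimated correlation). Interferon-induced genes had a median of 0.87 (adjusted p = 1.74e-06, adjusted p = 0.177 with an estimated correlation). Basement membrane genes had a median of 0.33 (adjusted p = 0.03, adjusted p = 0.294 with an estimated correlation), a call that ended after scaling, after quantile normalization and without lymphedema array 1 or 3. Ribosomal protein genes had a median of 0.388 (adjusted p = 5e-08, adjusted p = 0.392 with an estimated correlation). The embryo genes used to check the direction of the ratio, not tested with camera, had a median of 0.392. The basement membrane, ribosomal and cell cycle medians do not exceed it. Cell cycle genes had a median of 0.287 (adjusted p = 0.00588, adjusted p = 0.312 with an estimated correlation), a call that ended after scaling, after quantile normalization, with 1 clone per gene and with the slide set as a block.

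Sham array 3 lay with the lymphedema arrays in calgranulins, lipocalin and stefins, with a list median of 1.63 above normal against 0.526 and 0.545 in sham arrays 1 and 2. A swap with a lymphedema array is argued against by the lowest lymphedema array, which had 1.43, and a part of a lymphedema pool mixed in is argued against by the share it needs, 0.635 in calgranulins (quartiles 0.522 to 0.984) but 0.192 in MHC class I genes (upper quartile 0.284), although in interferon-induced genes the share was 0.294, with quartiles of 0.138 to 0.599 that overlap those of calgranulins. A lymphedema pool under a sham label is argued against by correlations over all features, where its median r with lymphedema minus that with normal arrays was −0.0262, against 0.0278 to 0.0678 for lymphedema arrays, although its highest r was with lymphedema array 3 (0.912, against 0.886 to 0.899 with normal and 0.818 and 0.871 with sham arrays). Over gene lists and called features that label cannot be told apart, because it lay outside the lymphedema arrays by more than their range in 8 of 46 lists (MHC class I at 0.245 and interferon-induced genes at 0.59 among them) and inside in 21, where lymphedema arrays in its place gave 1 to 6 outside, and because it lay nearer to lymphedema in 95%, 87.5% (the median) and 79.1% of features called in 3 runs, above, within and below the 86.4% to 89.8% of left-out lymphedema arrays. A response to surgery that differed between sham pools may also account for the array and was not tested.

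Of the 6 features called between sham and normal skin, 4 divided the lymphedema arrays as the slide sets do, with lymphedema array 1 near the normal mean and arrays 2 and 3 near the sham mean. A difference between slide sets is a candidate explanation for those 4, and the other 2, Tnnt3 and Hba-x, did not show that order. In features called higher in lymphedema without lymphedema array 1, that array lay above normal by a median of 1.67, against 1.83 for arrays 2 and 3. The slide set as the whole cause of the higher calls is argued against by that value. The calls used the same normal arrays, though, and no value for an unchanged array was computed. For the lower calls the slide set cannot be told apart, with −0.801 against −1.56 and an SD of 0.436 between lymphedema arrays. Of these, 83 of 87 kept their sign on lymphedema array 1, but they too were called against the same normal arrays. A response of sham skin to surgery stays open and was not tested.

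Sham skin lay above normal skin by a median of 0.722 in the 707 features called higher in lymphedema. The shared normal arrays as the cause are argued against, since the lowest median from a left-out normal array was 0.611. Sham array 3 alone and the slide set cannot be told apart from a difference of the whole sham group. Without sham array 3 the median was 0.603 and with the slide set as a block, which links the slide sets through lymphedema array 1 alone, 0.693, and both exceed the highest of 100 simulated unchanged sets, 0.6, by less than the SD of 0.23 between sham arrays. A response to surgery shared by both operated groups stays open and was not tested.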

How the results depend on the processing

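Runs with the slide set as a block or with 1 slide set only, and the sham medians without sham array 3, were chosen after the data were seen. The cause was not tested for any move below. By design, the run with the 2 groups only leaves the sham arrays out of the estimate of spread.

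Features past the threshold between lymphedema and normal skin numbered 902 by limma, 682 to 1087 under the scaling and filter alternatives, 866 with the replicate block, 2614 with the 2 groups only, 5585 by SAM, 102 within 1 slide set and 3 with the slide set as a block. Without normal arrays 1, 2 and 3 they numbered 209, 228 and 414, without lymphedema arrays 1, 2 and 3 342, 146 and 602, and without sham arrays 1, 2 and 3 1389, 877 and 1999. Genes numbered 297, 184 after quantile normalization, 145 with the replicate block, 842 with the 2 groups only and 0 with the slide set as a block (979 at an unadjusted p under 0.05). They numbered 14, 13 and 68 without normal arrays 1, 2 and 3, 24, 11 and 73 without lymphedema arrays 1, 2 and 3, and 623 without sham array 3. The replicate number as a block changed no feature count by over 1.5 times except sham against normal, 13 against 6. Arrays of the same number had residual correlations of −0.247 to 0.298 over 9 pairs, and 3 of 9 arrays correlated best with their own number.

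Between sham and normal skin limma passed 6 features, 3 without centering, 1 after scaling, 3 with imputed values, and 0 after quantile normalization, with 2 of 3 values per group and with the slide set as a block (2205, 3011 and 1378 at an unadjusted p under 0.05), and SAM passed 11. Without normal array 1, 2 or 3 or sham array 2 it passed 0, and without sham array 3 78. Genes numbered 0 by limma, 3 with 1 clone per gene, 2 without sham array 1 and 12 without sham array 3.

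Between lymphedema and sham skin limma passed 1 feature, 7 after scaling, 0 with the 2 groups only, within 1 slide set and with the slide set as a block (1562, 1130 and 1717 at an unadjusted p under 0.05), and 1 by SAM. Without lymphedema array 1 or 2 or sham array 1 or 2 it passed 0, and without sham array 3 353. Genes numbered 2, 7 after scaling, 0 with the 2 groups only, and 1 in each of no centering, quantile normalization, 2 of 3 values per group, imputed values, replicate block, slide set as a block and 1 clone per gene. They numbered 0 without lymphedema array 2 or 3, 96 without sham array 3 and 1 without any other array. The gene left in each count of 1 was Cd160, and the call of Irf7 ended.

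Gene lists past camera's threshold numbered 23, 23 and 21 for lymphedema against normal, sham against normal and lymphedema against sham, and 0 in each with an estimated correlation. With fry they numbered 30, 1 and 0, and with the slide set as a block 19, 8 and 20. Leaving out 1 array gave 19 to 24, 9 (without sham array 3) to 25, and 14 to 23. Over 880 combinations of list and alternative in lymphedema against normal, 811 kept their side of the threshold, 51 lost and 18 gained a call, and 0 calls reversed. Among the 811, lists that did not pass could change direction, as the Wnt list did with the slide set as a block. For fibrillar collagens and matrix proteins, lymphedema against sham, camera's direction was down without sham array 2 (median 0.0219), and the median was 0.429 without sham array 3. Of 143 genes named or listed, 86 passed, and over 2574 combinations of gene and alternative 1853 kept their side, 651 lost and 70 gained a call, and 0 reversed. Among the genes with the largest changes, S100a8, B2m, Ifitm1, Stfa3, 2610528A11Rik, Acoxl and Krtap13 lost the call only with the slide set as a block.

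In the 707 features called higher in lymphedema, the sham median of 0.722 became 0.603 without sham array 3, and in those called lower −0.572 became −0.324 with the slide set as a block. Calls without normal array 1 or 2 held fewer features, 192 and 188 higher. In these, sham lay 1.02 and 1.01 above the left-out array and lymphedema 2.07 and 2.03. With the lower features, 203 of 209 and 224 of 228 were among the 902 called with all arrays. Without normal array 1, 2 or 3 the lower ones had −0.665, −0.265 and −0.4 in sham, against −1.56, −1.09 and −1.13 in lymphedema. For the direction of the ratio (tail skin over embryo reference), the median of the embryo genes was −3.17, and 3.17 with the sign of every value turned.

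A division of 3 arrays against 3 has 10 splits, too few for a share under 0.05. The real split gave 902 features for lymphedema against normal, where the highest other gave 0, and 6 for sham against normal, where the highest other gave 1. For lymphedema against sham the real split gave 1 and the highest other 0.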

Differences from the paper's values

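The paper reports 429 upregulated genes by SAM at 5%, over its filtered features. Here limma passed 707 features and 245 named genes as higher at an adjusted p of 0.05. The paper's count was compared with that of features. Here 30702 features were tested, more than the paper's filter kept, so counts near each other do not mean equal shares. Among the alternatives set before the data were examined, the count did not differ from the paper's by a factor over 1.5 without centering (500), after quantile normalization (427), with 2 of 3 values per group (525), without normal array 3 (350) and without lymphedema array 3 (530). It did after scaling (890), with imputed values (661), with the replicate block (660), with the 2 groups only (1846), by SAM (4819), or without normal array 1 or 2, lymphedema array 1 or 2, or any sham array. As lower, 52 named genes and 195 features passed here. The paper's 183 downregulated genes and the 195 features did not differ by this measure. Nor did 157 to 233 features without centering, after scaling, with 2 of 3 values per group with or without imputation, with the replicate block and without sham array 2. The count differed by SAM (766), after quantile normalization (292), with the 2 groups only (768), without normal array 1, 2 or 3 (17, 40 and 64), lymphedema array 1, 2 or 3 (87, 11 and 72) and sham array 1 or 3 (394 and 548).

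Fig. 6 gives log10 fold changes on the array, here read by eye. For S100a8 the paper's value was about 1.2 and the value here 0.851, the mean of 2 clones with 2.1-fold and 23.9-fold rises, which lie on either side of the paper's value. For Mmp14 it was about 0.22, against −0.00953 here, and only without normal array 2 (0.00908) or lymphedema array 1 (0.0217) or 2 (0.0767) did it have the paper's sign and lie within the spread between arrays, still below the paper's value. For Myd88 it was about 0, against 0.303 here. For Hsd17b10 it was about −0.1, against 0.0607 here. For Cdh11 it was about −0.3, against −0.0553 here, and for Clu about −0.01, against 0.0538 here. No alternative set before the data were examined closed the difference for S100a8, Myd88, Hsd17b10 or Cdh11, or gave Clu the paper's sign. Both values of Clu lay near 0, and its log2 fold change of 0.18 had a standard error of 0.196. Its alternatives ran from 0.0568 to 0.329 on the log2 scale. A reading by eye cannot decide whether Clu differs. S100a9 did not differ, at 1.39 here. In Table 3, read by eye, a clone of B2m had a fold of about 3.2, against 5.56 here on 1 of 2 spots under the same accession, and no alternative closed it, while the other spot had 3.87 and did not differ. The 25 clones of that table compared here all had the paper's direction, and 24 did not differ in fold.

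Of 29 genes read from the paper's text as higher in lymphedema, 25 were measured. That text names no single fibulin, entered here as Fbln2, and states no direction for the gene entered as Hif1a. Fbln1, which rose, is not in the list. Of the 25 genes, 24 had a positive log2 fold change, 16 passed limma and 9 did not. In 23 of them each lymphedema array lay above each normal array. Their median log2 fold change was 1.27 (22 adjusted over the list alone, adjusted p = 1.68e-15 from camera, adjusted p = 0.205 with an estimated correlation). A list the study chose on these samples is not independent evidence. The 9 were Ppib, Bsg, Cxcl12, Pf4, Cd63, Grn, Hmox1, Fbln2 and Acta2. The spread used by limma here includes the sham arrays, and the paper used SAM for comparisons of 2 groups. Bsg passed with 1 clone per gene. Cxcl12 passed with that setting, after scaling, with the 2 groups only and without sham array 1 or 3. Grn passed after scaling, with the 2 groups only and without any 1 sham array, and Pf4, Cd63 and Acta2 passed with the 2 groups only and without sham array 3. By SAM at 5%, 1 of 3 clones of Ppib, 2 of 4 of Bsg, 2 of 3 of Cxcl12, 1 of 1 of Pf4, 5 of 5 of Cd63, 2 of 2 of Grn and 2 of 3 of Acta2 were higher. For Hmox1, which the paper names as upregulated, the log2 fold change was −0.20 (adjusted p = 0.714 from limma), and no setting or SAM called it or Fbln2. Among the alternatives the value of Hmox1 reached 0.415, in the paper's direction.

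The paper names gelsolin as downregulated, and Gsn had −0.32 (adjusted p = 0.34 from limma). No setting called the gene, and SAM called 2 of its 11 clones lower and 1 higher. It states that a variety of heat shock proteins are upregulated. Of 23 such genes 3 rose, and Hspa8 passed only with the 2 groups only, with 5 of its 6 clones higher by SAM. The list passed with fry only. The paper lists complement activation among the induced processes. The complement list had an adjusted p = 0.0501 from camera, 4 members rose and 1 fell, and it passed without centering, after quantile normalization, with 2 of 3 values per group with and without imputation, with the replicate block, with 1 clone per gene, with fry and without normal array 1 or 3, lymphedema array 2 or sham array 2 or 3. It names Wnt pathway activation and adipogenesis among the processes of its altered genes. Their lists had adjusted p = 0.548 from camera, with 2 genes of the Wnt list higher, and the Wnt list passed with fry. Wnt7a, a ligand outside that list, fell by 1.73 (adjusted p = 0.0288 from limma).

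The paper states that sham and normal skin did not differ by SAM at a false discovery rate of 25%, and that the induction of whole processes characterized lymphedema but not surgical controls. Here SAM at 25% called 507 features higher and 9 lower in sham skin, and limma at an adjusted p under 0.25 called 95 and 32. At 5% SAM called 11 and limma 6, over more features than the paper's filter kept. Between sham and normal skin 0 genes passed by limma at 0.05 (685 at an unadjusted p under 0.05). In the 25 measured of the paper's own upregulated genes, the median sham difference was 0.618 (3 adjusted over the list alone, adjusted p = 1.29e-11 from camera, adjusted p = 0.313 with an estimated correlation). It was 0.493, 0.187 and 1.5 on sham arrays 1, 2 and 3, 0.349 without sham array 3 and 0.376 with the slide set as a block, chosen after the data were seen, and the call ended with fry. That list, too, was chosen by the study on these samples, against the same normal arrays, so part of a positive sham difference is built in. No value for unchanged sham arrays was computed for it, and it decides nothing about the paper's statement.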

Other observations

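Genes of protein synthesis and of mitochondrial respiration lay slightly higher in lymphedematous than in normal skin. Of 62 ribosomal protein genes, Rps7 rose by 1.04 on the log2 scale (standard error 0.246, n = 3 pools per group, adjusted p = 0.0445 from limma), Rps12 rose by 0.83, and none fell (2 adjusted over the list alone, median 0.388, adjusted p = 5e-08 from camera, adjusted p = 0.392 with an estimated correlation). Against sham skin all 62 had a positive difference, with a median of 0.299 (adjusted p = 1.27e-09 from camera, adjusted p = 0.412 with an estimated correlation). Of 74 genes of the respiratory chain, 3 rose and none fell (6 adjusted over the list alone, median 0.388, adjusted p = 7.19e-08 from camera, adjusted p = 0.294 with an estimated correlation). They were Cyc1, cytochrome c1, at 1.13 (standard error 0.212, adjusted p = 0.027 from limma), Atp5j2, a subunit of ATP synthase, at 0.89, and Sdhd, a subunit of succinate dehydrogenase, at 0.85. Blocked medians were 0.354 for ribosomal and 0.335 for respiratory genes. The embryo genes used to check the direction of the ratio also lay higher, 22 of 27 positive with a median of 0.392. Against sham skin their median was 0.242. The ribosomal and respiratory medians against normal skin therefore do not exceed that of a list fixed for another purpose. The cause was not tested. Of 31 cell cycle genes, 3 rose and none fell (6 adjusted over the list alone, median 0.287, adjusted p = 0.00588 from camera, adjusted p = 0.312 with an estimated correlation). Gmnn, which limits DNA replication, rose by 0.94, Ccnb2, a mitotic cyclin, by 0.88, and Aurkb, a mitotic kinase, by 0.75. Single calls held in 6 of 18 alternatives for Rps7, 9 for Rps12, 12 for Cyc1, 8 for Atp5j2, 9 for Sdhd, 7 for Gmnn, 9 for Ccnb2 and 4 for Aurkb. The cell cycle call ended after scaling, after quantile normalization, with 1 clone per gene, and with the slide set as a block (median 0.171, adjusted p = 0.211 from camera).

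Other tissues that a tail could bring to the skin sample did not pass between lymphedema and normal skin. Of 16 skeletal muscle genes none passed (1 adjusted over the list alone, median 0.292, adjusted p = 0.444 from camera). The same held for 13 genes of cartilage, bone and tendon (1 lower adjusted over the list alone, median 0.434, adjusted p = 0.465 from camera) and 5 of red blood cells (0 adjusted over the list alone, median 0.25, adjusted p = 0.646 from camera). For 8 genes of peripheral nerve and melanocytes the median was 0.0444, the mean −0.0647 and camera's direction down (1 lower adjusted over the list alone, adjusted p = 0.207). None of 12 genes of sterol synthesis passed (0 adjusted over the list alone, median −0.0264, adjusted p = 0.35 from camera). Between lymphedema and sham skin, the skeletal muscle median was −0.311 (adjusted p = 0.000296 from camera, adjusted p = 0.412 with an estimated correlation), and that call ended without sham array 3.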
